# Dysregulation of mitotic machinery genes precedes genome instability during spontaneous pre-malignant transformation of mouse ovarian surface epithelial cells

**DOI:** 10.1186/s12864-016-3068-5

**Published:** 2016-10-25

**Authors:** Ulises Urzúa, Sandra Ampuero, Katherine F. Roby, Garrison A. Owens, David J. Munroe

**Keywords:** Ovarian cancer model, Preneoplasia, Mouse ovarian surface epithelium, Transcriptome, Genome, Aneuploidy, Cytokinesis, DNA microarrays

## Abstract

**Background:**

Based in epidemiological evidence, repetitive ovulation has been proposed to play a role in the origin of ovarian cancer by inducing an aberrant wound rupture-repair process of the ovarian surface epithelium (OSE). Accordingly, long term cultures of isolated OSE cells undergo in vitro spontaneous transformation thus developing tumorigenic capacity upon extensive subcultivation. In this work, C57BL/6 mouse OSE (MOSE) cells were cultured up to passage 28 and their RNA and DNA copy number profiles obtained at passages 2, 5, 7, 10, 14, 18, 23, 25 and 28 by means of DNA microarrays. Gene ontology, pathway and network analyses were focused in passages earlier than 20, which is a hallmark of malignancy in this model.

**Results:**

At passage 14, 101 genes were up-regulated in absence of significant DNA copy number changes. Among these, the top-3 enriched functions (>30 fold, *adj p* < 0.05) comprised 7 genes coding for *centralspindlin*, *chromosome passenger* and *minichromosome maintenance* protein complexes. The genes *Ccnb1* (Cyclin B1), *Birc5* (Survivin), *Nusap1* and *Kif23* were the most recurrent in over a dozen GO terms related to the mitotic process. On the other hand, *Pten* plus the large non-coding RNAs *Malat1* and *Neat1* were among the 80 down-regulated genes with *mRNA processing*, *nuclear bodies*, *ER-stress response* and *tumor suppression* as relevant terms. Interestingly, the earliest discrete segmental aneuploidies arose by passage 18 in chromosomes 7, 10, 11, 13, 15, 17 and 19. By passage 23, when MOSE cells express the malignant phenotype, the dysregulated gene expression repertoire expanded, DNA imbalances enlarged in size and covered additional loci.

**Conclusion:**

Prior to early aneuploidies, overexpression of genes coding for the mitotic apparatus in passage-14 pre-malignant MOSE cells indicate an increased proliferation rate suggestive of replicative stress. Concomitant down-regulation of nuclear bodies and RNA processing related genes suggests altered control of nuclear RNA maturation, features recently linked to impaired DNA damage response leading to genome instability. These results, combined with cytogenetic analysis by other authors in this model, suggest that transcriptional profile at passage 14 might induce cytokinesis failure by which tetraploid cells approach a near-tetraploid stage containing primary chromosome aberrations that initiate the tumorigenic drive.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3068-5) contains supplementary material, which is available to authorized users.

## Background

Non-heritable, sporadic ovarian cancer (OC) continues to be the major cause of death by gynecological cancer in western countries [1]. Early detection markers of OC are not yet available resulting in diagnosis at advanced stages with poor prognosis. Nearly 90 % of OC tumors including carcinomas, cystadenomas, and borderline tumors are histologically related to the ovarian surface epithelium (OSE), a single layer of flat to cuboidal cells wrapping the ovary [2]. Importantly, repeated wound damage-repair of the OSE due to continuous, uninterrupted ovulatory cycles, remains as one of the current mainstream views proposed as OC initiating mechanism [3]. An alternative, recent notion, suggest that OC of the serous carcinoma type originates from the fallopian tube epithelium [4].

The uninterrupted ovulation theory finds additional support in epidemiological data on reproductive history of women. Conditions with reduced number of ovulation cycles such as pregnancies, anovulatory contraception and breastfeeding, confer a significantly reduced OC risk [5–7]. Conversely, continuous ovulation as in nulliparity, increases OC risk [8]. Ovulation is essentially a pro-inflammatory process triggered by a luteinizing hormone (LH) surge leading to increase of reactive oxygen species (ROS) levels in ovarian follicles [9]. Indeed, ROS scavengers placed in the ovarian bursa of mice can impair ovulation [10]. At the site of follicular rupture, OSE cells undergo apoptosis and adjacent cells become exposed to oxidants and inflammatory signals [11].

The OSE is an extension of the peritoneal mesothelium. It is loosely attached to a basement membrane that separates it from the underlying stroma rich in dense collagenous fibers [2]. Since the OSE express epithelial, mesothelial and mesenchymal markers, it has been considered as an “uncommitted” or mixed epithelium. OSE cells additionally express hormone receptors for gonadotropins (FSHR, LHR, GnRH type I), activin/inhibin (ACVR), estrogen (ERα/β) and progesterone (PRA/B) [2]. As the ovary reaches reproductive senescence, OSE cells invaginate to form cortical epithelial crypts and inclusion cysts that have been proposed to be pre-neoplastic lesions [12]. In contrast to the mixed phenotype of the OSE, inclusion cysts predominantly express epithelial markers, a phenotype consistent with an atypical reverse epithelial-mesenchymal transition (EMT) observed in OC tumors [13]. While early ovarian carcinomas display increased expression of E-cadherin, an epithelial cell marker, advanced OC cells partially recover mesenchymal features, thus decreasing E-cadherin expression [14].

Due to its proposed relevance in OC initiation, OSE cells from diverse sources have been characterized as experimental models of ovarian carcinogenesis. Rodent OSE cells detached from the ovaries undergo spontaneous transformation after repeated subcultivation [15, 16]. Furthermore, when injected in the peritoneal cavity of immunocompetent animals, such spontaneously transformed mouse OSE (MOSE) cells induce tumor implants and hemorrhagic ascites [15, 17], features typical of advanced human OC [18]. Therefore, the proliferative pressure imposed on cultured MOSE cells seems to induce a transformation path resembling the naturally in vivo process of repetitive wound damage-repair.

Importantly, the progression from a pre-malignant non-tumorigenic to an aggressive phenotype has been monitored in the MOSE culture model [15, 17, 19–21]. Altered actin cytoskeleton, reduced focal adhesion plaques, E-cadherin down-regulation and subcellular mislocalization of connexin-43 (*Gja1*) among other parameters, have been used to define sequential stages of cell transformation [19]. Massive cell cytoskeleton disorganization was found to be mediated by dysregulation of about 140 genes coding for components of actin filaments, microtubules and intermediate filaments. In addition, altered global patterns of ser/tyr phosphorylation plus APC and PKCII mislocalization paralleled the remodeling of cellular architecture [20].

Cytogenetic changes have been also studied in the MOSE model [21]. By passage 19, diploid and tetraploid cells coexisted. By passage 26, mononucleated tetraploid cells - initially binucleated diploid due to citokinesis failure- become predominant over undetectable diploid cells. Bipolar or multipolar mitosis occasionally occurs during proliferation of mononucleated tetraploid cells leading to chromosome mis-segregation and near-tetraploid aneuploidy [21]. In the present work we aimed to uncover gene networks underlying very early stages of MOSE transformation. At passage 14, we detected dysregulation of three key protein complexes and numerous additional genes involved in chromosome dynamics during cell division. In addition, the first detectable aneuploidies were identified at passage 18. We propose that these early transcriptional alterations would be both primarily implicated in cytokinesis failure of initial diploid cells, and also in anomalous mitosis leading to aneuploidy and tumorigenicity of late-passage, tetraploid MOSE cells.

## Results and discussion

### Strategy for genomic and transcriptional profiling of MOSE cells

We have previously used the NIA-15 K microarray platform to study the transcriptomic and DNA copy number (array-CGH) profiles of established, late passage malignant, clonal MOSE cell lines [22, 23]. Figure 1 illustrates the experimental and analytical scheme followed in the present work. Distinct, common reference samples for RNA (transcriptomic) and DNA (genomic) microarray hybridizations were used. Dye-swap was applied to counteract gene-specific labeling bias [24] whereas print-tip loess normalization plus inter-slide scale percentile adjustment allowed us to minimize experimental variability of the microarray procedure arising from various sources [25]. The complete, normalized RNA dataset for 15,023 probes in 35 microarrays corresponding to 9 samples (i.e., 4 replicates in RNA samples of passages 2, 5, 10, 14, 18, 23, 25 and 28, plus 3 replicates in samples of passage 7) is available as the Additional file 1 (Urzua_RNA_dataset.xls). 

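RNA of MOSE cells, which are mouse ovarian surface epithelial cells kept in serial culture, was taken at 9 passages and labeled against a common reference, RNA of a whole newborn C57BL/6 mouse. Each passage gave 1 RNA preparation, which was hybridized on 4 NIA-15 K cDNA arrays (3 at p7) in both dye orientations, so the 35 arrays hold technical replicates and no replicate cultures. The authors deposited the scanner output of every array, with fluorescence intensity and local background of 15254 clones in each channel, and their normalized table of 15023 probes, whose values are log2 ratios. The values below start from the scanner intensities, with background treated as in the paper's methods, print-tip loess over 32 blocks, scale normalization over all arrays and reverse arrays turned, which gives log2(MOSE/reference). Of the 15254 clones, 10098 carry a symbol, for 7389 different genes such as Top2a and Malat1, and 1962 genes have more than 1 clone. On the median array the MOSE signal was 1962 and its background 592, both channels lay above background at 99.4% of clones, and 1.62% of spots were marked as not found. The share of spots not found ran from 0.944% to 20.1%, the highest on a p5 array. The spread of the log ratios before scaling ran from a median absolute deviation of 0.248 to 0.728, highest at p23. The scaling step therefore decides many values at p23. That spread averaged 0.305 at p2, 0.422 at p14 and 0.447 at p28, so scaling enlarged p2 ratios relative to those at p14 and p28. Genes with a ratio far from 1 at p2 can thereby appear to move at p14 and p28 as well. Of the 15023 rows of the authors' table, 14747 could be matched to clones by order and correlation, with a median Spearman correlation of 0.976 across arrays. The copy of Additional file 1 read here holds only part of its rows, all of which match that table. The array names in it were grouped here into 5 series by their wording and numbers, as a possible batch. The paper does not say what the names stand for. One series holds the p2 arrays and 3 p18 arrays, another the p7, p14 and p23 arrays with 3 p25 arrays, another the p10 arrays with 1 array each of p18 and p25, and the p5 and p28 arrays each form a series of their own, so at p5 and p28 the passage and its series cannot be told apart. The p2 series is tied to that of p14 only through 1 direct p18 array and 1 reverse p25 array in the series of p10. Their names resemble those of the p10 arrays, but their numbers lie apart, so a batch shared with p10 is an assumption. Values at p7, p14, p23 and p25 with the series as a block carry that link, and a gene's dye bias may enter them.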

Passage designation is hereafter referred as pX, where X = 2, 5, 7, 10, 14, 18, 23, 25 and 28. RNA data were deposited to GEO (http://www.ncbi.nlm.nih.gov/geo/) with the accession code GSE81729.

**Fig. 1:**
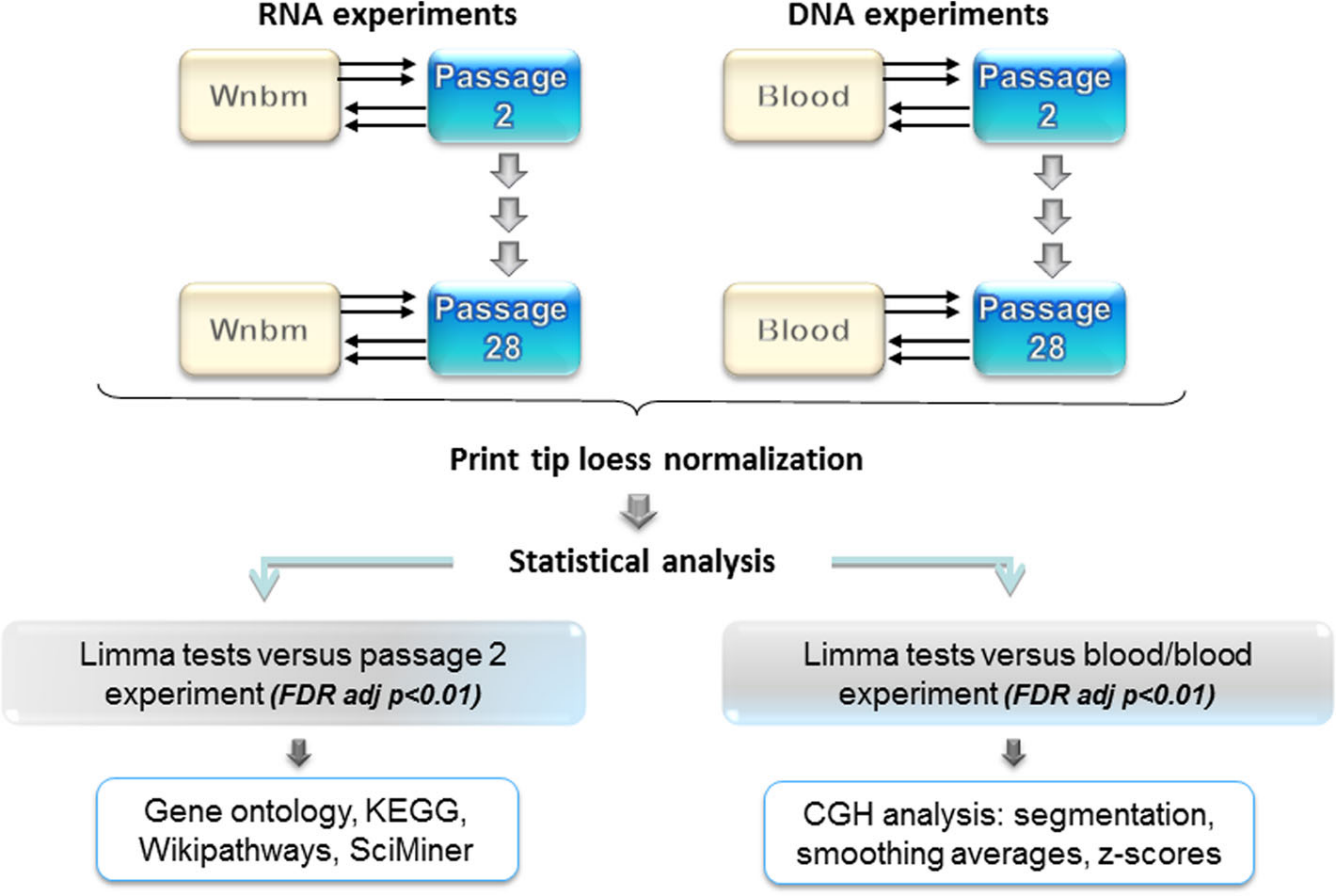
Microarray hybridization design and data analysis pipeline. Genomic DNA and total RNA profiles of MOSE cells were obtained with cDNA microarrays. Double arrows in opposite directions indicate that a common reference design plus repeated dye-swap design was used for the two series. Reference DNA was genomic DNA isolated from peripheral whole blood of adult C57BL6 male mice. Reference RNA was from a whole newborn male C57BL/6 mouse (*Wnbm*) as in previous studies [21, 22]. Test RNA and DNA samples were co-purified from the same cultures samples, labeled and hybridized on NIA-15 K cDNA microarrays as described [22]. Raw RNA and DNA datasets were separately normalized by print-tip loess with DNMAD. *Limma* (linear analysis of microarray data) analysis was performed in Pomelo2. DNA data was visualized in chromosomal format and smoothed with the WebaCGH tool [60]. Differential expression and copy number were subjected to functional genomics analyses (see details in Results section)

The in vitro transformation experiment of MOSE cells [15] has been reproduced by several laboratories [17, 19, 21]. Based on multiple growth parameters, Roberts et al defined early, intermediate and late stages of MOSE transformation [19]. Early (E) stage corresponded to p4-15 while early-intermediate (E/I) comprised cells at p20-35. In the original work of Roby et al [15], p20 was the hallmark of pre-malignancy to malignancy. Consistently, E-stage cells grew as single monolayers that did not form spheroids whereas E/I-stage cells were able to invade the collagen support and formed <50 μm spheroids [19]. Therefore, as this evident phenotypic transition should rely on a gene-expression switch occurring before than p20, we aimed to examine early, pre-malignant transcriptomic and genomic changes in a shorter time-course, i.e., every 3–4 passages. Then, taking the transcriptomic profile of MOSE cells at p2 as “baseline”, paired *limma* tests with profiles of p5, 7, 10, 14, 18, 23, 25 and 28 were conducted to identify significant differentially expressed genes (DEG) during the course of the transformation process using an adjusted *p*-value < 0.01 as cut-off. The p2-baseline transcriptome assumption implies that: i) p2 cells are the closest state to in vivo, “native” transcription; and ii) any extent of differential gene expression after p2, reflects adaptation of MOSE cells to culture conditions in early passages and might reveal their intrinsic and spontaneous drift leading to aneuploidy-mediated transformation in later passages. The same rationale was applied to analyze genomic DNA (array-CGH) data for which the baseline was a self-to-self experiment conducted with a reference, normal germline DNA. In this case, we thought reasonable assuming that genomic DNA of MOSE cells at p2 would be undistinguishable from germline DNA, and that any DNA copy number variation arising in later passages would be unequivocally detected with this approach. In addition to the *limma* analysis, the whole array-CGH dataset was put in chromosomal display by applying a smoothing algorithm and z-score filters (see Methods).

Figure 2a depicts the number of statistically significant probes (FDR adjusted *p* < 0.01) in the RNA and the DNA experiments for the MOSE cells culture passage series. 

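Fitted with p2 alone, differential expression was widest at p28, where 229 clones were higher and 226 lower than at p2 at an adjusted p under 0.01 from limma. With all 35 arrays in a single fit it was wider at p23 than at p28. At p14, 110 clones were higher and 95 lower, among them Fn1, which encodes fibronectin, and Top2a, which encodes the topoisomerase that untangles replicated chromosomes, on the higher side, and the nuclear RNA Malat1 on the lower side. The p23 arrays gave 64 clones higher and 140 lower, and p25 gave 82 higher and 73 lower. The earlier passages and p18 gave few: 48 clones at p5, 4 at p7, 40 at p10 and 34 at p18. Each comparison covered 15254 clones and sets the 4 arrays (3 at p7) of 1 RNA preparation against the 4 arrays of the p2 preparation, so it measures the spread between hybridizations and not between cultures. At an unadjusted p under 0.05 the counts were 2755 at p5, 1994 at p7, 2842 at p10, 2821 at p14, 2213 at p18, 3395 at p23, 3112 at p25 and 3589 at p28. Against p7, whose arrays share a series with those of p14 and p23, 143 clones differed at p14 (67 higher, 76 lower) and 66 at p23 (9 higher, 57 lower), and none at p25 over 3 arrays (limma, 1728 clones at an unadjusted p under 0.05). None differed between the 3 p18 arrays and the p2 arrays of their own series (limma, 2276 clones at an unadjusted p under 0.05). A block for the series ties p7, p14, p23 and p25 to p2 only through 1 p18 and 1 p25 array of opposite dye orientation. With the series as a block in a fit of all 35 arrays, 68 clones were called at p14, 93 at p23, 118 at p25, 351 at p18, 166 at p10 and 54 at p7, but these are mostly other clones: of the clones called against p2, 8 of 205 at p14, 14 of 204 at p23, 12 of 155 at p25, 32 of 34 at p18, 14 of 40 at p10 and 0 of 4 at p7 stayed called in the same direction, and against p7 60 of 205 did at p14 and 28 of 204 at p23. Leaving out any single array moved every count by over 1.5 times, apart from p2 array d1 at p28 (310): the counts then ran from 5 to 31 at p5, 0 to 11 at p7, 3 to 25 at p10, 48 to 116 at p14, 0 to 11 at p18, 21 to 319 at p23, 18 to 74 at p25 and 169 to 275 over the other arrays at p28. The p23 count rests on the scaling, with 60 clones when no scaling was applied and none when arrays were scaled within each passage. Under scaling within each passage, 119 of the 205 clones called at p14 and 228 of the 455 at p28 stayed called in the same direction. Of these clones, 205 and 454 kept their sign.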

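At p5, Tnc, which encodes the matrix glycoprotein tenascin C, was lower than at p2 by a log2 difference of -2.28 (standard error 0.20, adjusted p = 0.0026 from limma, 4 arrays of each RNA), and Spp1, which encodes the secreted matrix protein osteopontin, by -2.56 (adjusted p = 0.00455). At p7 both lay further below p2 (-2.78 and -3.31), and with p7 as baseline in limma the p5 differences were positive (0.66 and 0.69). The p7 differences from p2 balance the dye orientations and the limma baseline does not, so these values do not subtract exactly. Aldoc, a glycolytic aldolase, was lower by -2.34 and Fbxo6, a subunit of a ubiquitin ligase that binds glycoproteins, by -1.97. Lgals1, which encodes galectin 1, was higher by 2.42 (adjusted p = 0.000118), the nucleoside diphosphate kinase Nme6 by 3.26 (adjusted p = 0.00642) and the nucleosome-binding Hmgn2 by 1.93 (adjusted p = 0.00998). In all, 16 genes were higher and 20 lower. Of 25 genes of the oxidative stress response, 1 was higher and 1 lower, 4 and 4 when adjusted over the list alone, and the median log2 difference was 0.06 (SD 0.20 over arrays, -0.04 with global loess). The globin clones Hbb-y (-2.43) and Hba-x (-2.39) were lower, on spots where the newborn reference is brighter than the cells, and over the 9 erythroid markers the median log2 signal, centered on each array, changed from p2 by 0.81 in the reference channel and by -0.02 in the cells. Without p2 array r2 or p5 array r1 only 5 clones stayed past the threshold, against 48 with all arrays.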

Earliest DEGs detected at p5 corresponded to 13 up-regulated and 31 down-regulated genes, the latter enriched in GO:2000377 (*regulation of reactive oxygen species metabolic process*; 4 genes; *p* = 1.5e-04), GO:0006807 (*nitrogen compound metabolic process*; 16 genes; *p* = 8.6e-04) and GO:0033554 (*cellular response to stress*; 8 genes; *p* = 1.3e-03). Among genes classified under GO:2000377, *Cryab* encodes for a HSP20-related, oxidative stress protein, able to suppress nasopharyngeal tumors by interfering β-catenin function [26] while *Cyp1b1* decreases oxidative stress in endothelial cells [27]. Therefore, downregulation of both *Cryab* and *Cyp1b1* might be regarded as an oxidative stress initiator at p5. 

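Cryab, which encodes the small heat shock protein alpha B-crystallin, fell at p5 to 0.213 of its p2 level (log2 difference -2.23, standard error 0.18, adjusted p = 0.00195 from limma, 4 arrays of each RNA). Cyp1b1, a cytochrome P450 of xenobiotic and steroid metabolism, was lower by a log2 difference of -1.15 (standard error 0.21), at an adjusted p of 0.0324, above the threshold of 0.01. Later Cryab had log2 differences from p2 of 0.12 at p14, -2.02 at p18 (adjusted p = 0.0398) and -1.04 at p28, none of them past 0.01. Each gene is measured by 1 clone and was lower in both dye orientations.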

Regarding DNA results, an array-CGH data subset of about 60 clones was significantly altered at p7, but when placed in chromosomal context did not mark any loci. We cannot rule out if this DNA data actually correspond to micro-deletions and/or micro-amplifications remaining cryptic due to the limited resolution of this array platform. However, as much less significant DNA data was found in later p10 and p14, such putative cryptic gains and losses at p7 might be regarded as transient, i.e., they do not persist across successive cell sub-cultivation.

**Fig. 2:**
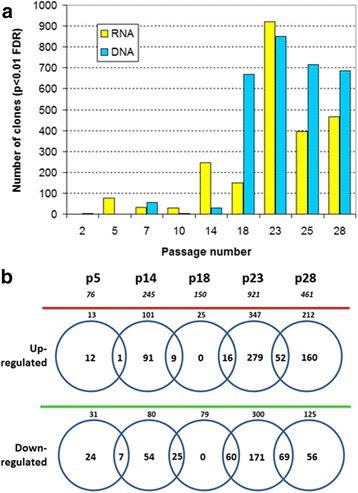
Summary of differential transcription and DNA aberrations during MOSE transformation. Chart **a** shows the number of statistically significant probes (adjusted FDR *p* < 0.01) corresponding to non-redundant cDNA clones of the NIA-15 K collection for both the RNA and the DNA experiments across MOSE culture passages as indicated. The Venn diagram in **b** depicts exclusive and common DEGs among sequential passages, each after individual comparison to passage 2

We found that transcriptional alterations were in part permanent or transitory along MOSE pre-malignant transformation. 

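The genes called higher at p14 stayed above p2 to different degrees later. Their median log2 difference from p2 was 1.15 at p14 (84 genes, SD 0.05 over 4 arrays), 0.52 at p18 (77 of 84 genes higher), 0.63 at p23, 0.62 at p25 and 1.21 at p28 (82 genes higher, SD 0.05), and it had been 0.42 at p5, 0.07 at p7 and 0.26 at p10. These genes were chosen by their p14 value, which favors p14 over the other passages. Tested directly against p14, 2 clones differed at p18, 1 at p23, 5 at p25 and none at p28 by limma (1647, 2427, 2424 and 1423 at an unadjusted p under 0.05). Otud7b, a deubiquitinase, was higher again at p18 by a log2 difference of 2.18, at p23 by 1.77 and at p25 by 2.36, Fn1 was lower at p18 by -2.02, and at p25 Malat1 was higher by 2.03, the histone gene H2ac23 lower by -1.76 and the actin-binding Tagln2 lower by -1.33. A fit of all 35 arrays together, added after these counts were seen, called 240 clones at p18, 384 at p23, 196 at p25 and 16 at p28 against p14, and 41, 40, 28 and 2 of the 110 clones higher at p14 were lower again. Across the 9 passage means, the clones that follow passage number at an adjusted p under 0.05 (limma) were 423 (218 rising, 205 falling), among them rises of Serpinf1, which encodes the secreted inhibitor PEDF, by 0.10 per passage (standard error 0.01, adjusted p = 0.0077) and of Fstl1 by 0.10, and falls of Wt1, a transcription factor of the ovarian surface, by -0.12 (standard error 0.02, adjusted p = 0.0316) and Gas6, a ligand of TAM receptors, by -0.15. The passages are serial samples of 1 culture, and the count was 46 with no scaling and 60 with arrays scaled within each passage. It was 57 without p2, 141 without p5, 60 without p7, 127 without p10, 216 without p18, 53 without p23, 221 without p25 and 187 without p28, and only leaving out p14 raised it.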

Figure 2b attempts to clarify this result by using *boolean* comparisons for selected culture passages. Only 8 out of the 44 DEG at p5 were conserved by p14. In turn, of 181 DEG at p14, 139 were transient and 34 persisted until p18. 

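Genes called at both p5 and p14 in the same direction were 3 higher and 8 lower, from 36 genes called at p5. Neat1, the RNA core of paraspeckles, was among the genes lower at both, by a log2 difference from p2 of -1.80 at p5 (adjusted p = 0.00817 from limma). It was lower at p10 as well, by -2.90 (adjusted p = 0.00326), which made p10 its lowest point. Independent lists of these sizes would share 0.182 genes higher and 0.181 lower. Both comparisons use the same 4 p2 arrays. In simulated data with no effect, the clones with the lowest p were taken, as many as were called in the data. They shared on average 4.85 genes higher and 5.11 lower, at most 11 and 14. Only 1.26 and 0.57 simulated clones on average passed the threshold itself, so the simulation cannot decide whether the common p2 arrays account for the shared genes.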

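Of the genes called at p14, 13 were called the same way at p18, 4 higher and 9 lower, and 128 were called at neither p5 nor p18. Mmp2, which encodes gelatinase A, was higher at both, and at p18 its log2 difference from p2 was 2.69 (adjusted p = 0.00685 from limma). The cathepsin gene Ctsh was lower at both, and Gspt1, a release factor of translation, was lower by -2.81 at p18. Simulated data with no effect and the same p2 arrays, with clones taken by rank in the same way, shared 1.89 genes higher and 2.29 lower on average, at most 6 and 6. As for p5 and p14, this cannot decide whether the common p2 arrays account for the shared genes. A gene called at p14 and not at p18 is not thereby shown to differ between them: the arrays differed more from each other at p18, where the median correlation between arrays was 0.343 against 0.587 at p14.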

Interestingly, DNA copy number alterations dramatically emerged at p18, which was the only stage that lacked “exclusive” differential expression. In addition to the 34 genes shared with precedent p14, 76 additional genes persisted to the subsequent p23, in which cells express the tumorigenic phenotype. Thus, p18 might be considered a transitional period in which copy-number alterations emerge in the presence of a more stable and discrete transcriptional repertoire respect to earlier and later passages.

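S100a6, which encodes the calcium-binding protein calcyclin, was lower than at p2 at p18 by a log2 difference of -4.34 (standard error 0.43, adjusted p = 0.00635 from limma) and at p23 by -4.00 (standard error 0.42, adjusted p = 0.00223). Gpc3, which encodes the cell surface proteoglycan glypican 3, was higher at p18 by 2.82 (standard error 0.34, adjusted p = 0.00951) and at p23 by 2.39. In all, 4 genes were higher and 14 lower at both passages, of which 8 were not called the same way at p14. Simulated data with no effect and the same p2 arrays shared 1.81 and 2.17 on average, at most 5 and 6. Its clones were again taken by rank, so it cannot decide whether the common p2 arrays account for the shared genes. The p18 count needs nearly all of its arrays: leaving out any of the p2 or p18 arrays except p18 r1 (11 clones) left at most 2 clones at p18, although the 34 clones kept their sign each time.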

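At p18, 8 genes were higher and 18 lower than at p2. Igfbp4, which encodes a binding protein that restrains IGF signaling, was higher by a log2 difference of 2.65 (standard error 0.26, adjusted p = 0.00635 from limma), while Igfbp3, which encodes another IGF binding protein, was lower by -2.15 (standard error 0.16, adjusted p = 0.00402). Igfbp3 was already lower by -2.22 at p7, and with p7 as baseline in limma its p18 difference was 0.19. The -2.22 balances the dye orientations and the limma baseline does not, so these values do not subtract exactly. Pdgfra, a receptor of mesenchymal cells, was higher by 1.05. Ift88, a gene of intraflagellar transport in cilia, was lower by -2.16 (standard error 0.21) and Plat, which encodes tissue plasminogen activator, by -2.05. Of 58 G2/M genes, the median log2 difference was 0.25, and it was 0.23 over the 3 p18 arrays of the p2 series and 0.15 with the series as a block. The 20 OSE and mesothelial markers had a median of -0.35, which turns to 0.05 when arrays are scaled within each passage. The passage mean rests on arrays with the lowest median correlation between arrays of any passage (0.343), and it cannot show whether fewer genes changed than at p14.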

Further *boolean* comparisons were done between overlapping genes in p14 versus p18, p18 versus p23 and p23 versus p28 comparisons shown in Fig. 2b. Seventeen genes were permanently down-regulated and 3 genes were permanently up-regulated from p14 through p28. 

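Called at each of p14, p18, p23 and p28 in the same direction were 6 genes lower and 3 higher. The 10 genes that the paper names among those lower throughout are a list chosen on these arrays and so not independent evidence. Of these, 6 were called lower at p14, 2 at p18, 6 at p23 and 9 at p28, and all 10 had negative log2 differences at each. Ctsh and Jade1, a scaffold of histone acetyltransferase complexes, were past the threshold at all 4 passages. Between p23 and p28, 19 genes were called higher at both and 61 lower at both. Simulated data with the same p2 arrays and no effect shared 18.3 and 18.7 on average, at most 29 and 32. These simulated clones were taken by rank and few passed the threshold, so they cannot decide whether the common p2 arrays account for the overlap. Leaving out an array changes which genes pass at p18, as its count fell to between 0 and 11 clones.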

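Ctsh, which encodes the lysosomal protease cathepsin H, fell at p14 to 0.108 of its p2 level (log2 difference -3.21, standard error 0.32, adjusted p = 0.00187 from limma, 4 arrays of each RNA), and it was lower by -2.79 at p18, -3.39 at p23 and -3.34 at p28, each past the threshold. Malat1, a nuclear long non-coding RNA, was lower at p18 by -1.82 (adjusted p = 0.0199), at p23 by -2.38 (adjusted p = 0.00411) and at p28 by -3.38 (adjusted p = 0.000369). Ctsb, which encodes cathepsin B, had log2 differences of -1.22 at p14 (adjusted p = 0.0335), -1.47 at p18, -1.60 at p23 and -1.49 at p28 (adjusted p = 0.0097), and passed only at p28. Arhgef12, a guanine nucleotide exchange factor, fell at p14 by 1.12 (standard error 0.15, adjusted p = 0.0055, 1 of 3 clones), at p23 by 1.23 and at p28 by 1.22, and was lower by -1.07 at p18 (adjusted p = 0.0688). Sfpq, an RNA-binding protein of paraspeckles, had log2 differences of -0.82 at p18 (adjusted p = 0.0494), -1.51 at p23 (adjusted p = 0.0598) and -1.19 at p28 (adjusted p = 0.00217, 1 of 6 clones).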

Among the first group, *Arhgef12*, *Ctsb*, *Ctsh*, *Malat1* and *Sfpq* were classified under the biological terms described in Table 1. Notably, *Arhgef12* has been described as a tumor suppressor while *Malat1* and *Sfpq* participate in biogenesis of paraspeckles (see below). The 12 remaining down-regulated transcripts included *2010111I01Rik, Sorbs2, Phf17, Ubr3* and *Fth1*, catalogued under the term GO:0046914 (*transition metal ion binding*). On the other hand, the 3 up-regulated genes persisting until p28 were *Hs6st2*, a heparan-sulfate sulfotransferase linked to EGF-like induced angiogenesis in OC cells [28], *Hmga1*, coding for a non-histone chromosomal protein recently proposed as a diagnostic urine marker in serous epithelial OC [29] and *Mmp2*, a matrix metallopeptidase implicated in OC metastasis [30]. 

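Jade1, the current symbol of Phf17, fell at p14 by a log2 difference of 2.93 (standard error 0.26, adjusted p = 0.00138 from limma) and was lower by -2.42 at p18, -2.57 at p23 and -2.43 at p28, each past the threshold, though at p14 only 1 of its 3 clones was called and their mean difference was -0.98. Fth1, the iron-storing heavy chain of ferritin, fell at p14 by 1.11 (standard error 0.13, adjusted p = 0.00307) and at p28 by 1.27 (adjusted p = 0.0013), with -1.35 at p18 (adjusted p = 0.0102) and -0.94 at p23 (adjusted p = 0.0143). Sorbs2, an adaptor between actin and adhesion proteins, fell at p14 by 1.57 (standard error 0.18, adjusted p = 0.00252), at p23 by 1.95 and at p28 by 1.79, with -1.60 at p18 (adjusted p = 0.0167). Aopep, an aminopeptidase and the current symbol of 2010111I01Rik, had -1.06 at p14 (adjusted p = 0.0253) and -1.15 at p18 (adjusted p = 0.0273) and fell at p23 by 1.57 and at p28 by 1.09. Ubr3, a ubiquitin ligase, had -0.74 at p14 (adjusted p = 0.0152), -0.78 at p18, -0.76 at p23 and -0.72 at p28 (adjusted p = 0.0101), none past 0.01.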

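Hmga1, which encodes an architectural chromatin protein, rose at p14 to 2.69 times its p2 level (log2 difference 1.43, standard error 0.12, adjusted p = 0.00128 from limma, 4 arrays of each RNA), at p23 by 1.42 (adjusted p = 0.00965) and at p28 by 1.72 (adjusted p = 0.000369), with 1.49 at p18 (adjusted p = 0.0223). Mmp2 rose at p14 to 5.97 times its p2 level (log2 difference 2.58, standard error 0.19, adjusted p = 0.00109), at p23 by 2.23 (adjusted p = 0.000942) and at p28 by 1.82 (adjusted p = 0.000416). Hs6st2 had log2 differences of 1.63 at p14 (standard error 0.27, adjusted p = 0.0131), 1.71 at p18 (adjusted p = 0.0258), 1.44 at p23 (adjusted p = 0.0185) and 1.89 at p28 (adjusted p = 0.00337), and passed only at p28. The 3 genes were picked by the study on these arrays, which is not independent evidence of their direction.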

Interestingly, though high *Malat1* expression has been linked to cell proliferation and metastasis, a recent study suggest a tumor-suppressor role of *Malat1* in gliomas through inhibition of ERK/MAPK signaling and *Mmp2*-mediated invasiveness [31], findings consistent with its down-regulation in our model.

**Table 1:** Ontology and pathway analysis of genes dysregulated at passage 14

Term^a^	Genes	Enrichment	Adj *p*-value
Up-regulated (53/101 unique genes)			
Centralspindlin complex	*Racgap1, Kif23*	72.4	2.4e-03
Chromosome passenger complex	*Cdca8, Birc5*	48.3	5.1e-03
MCM complex^b^	*Mcm2, Mcm3, Mcm6*	31.1	1.5e-03
Chromatin assembly	*Mcm2, Cenpa, Hmga1, Hmga2, Chaf1b, H2afz*	15.1	2.0e-04
Chromosome condensation	*Ncapd2, Nusap1, Top2a, Hmga2, Ccnb1*	17.3	5.0e-04
Sister chromatid segregation	*Ccnb1, Cdca8, Knstrn, Ncapd2, Nusap1, Top2a*	11.2	3.2e-04
Kinetochore	*Birc5, Ccnb1, Cenpa, Knstrn, Trp53bp1*	9.9	1.5e-02
Cytokinesis	*Racgap1, Nusap1, Kif23, Birc5, Ckap2, Anln, Prc1*	8.1	8.0e-04
Steroid metabolic process	*Lss, Hsd17b12, Fdft1, Msmo1, Ldlr, Mvd, Hmgcr*	6.1	1.3e-03
Nucleotide metabolic process	*Dhfr, Gapdh, Gmpr, Hmgcr, Pkm, Pnkp, Rrm2, Taldo1, Tk1, Tpi1*	5.8	5.2e-04
Histone binding	*Chaf1b, Hist1h4n, Mcm2, Ncapd2, Trp53bp1,Uhrf1*	5.5	2.7e-02
Spindle	*Racgap1, Kif23, Cdca8, Birc5,Dlgap5, Ccnb1, Knstrn1, Nusap1, Prc1*	5.3	1.5e-03
Extracellular matrix	*Itgb1, Gpc3, Fbln2, Fn1, Hsd17b12, Anxa2, Mmp2, Pkm, Rpsa*	4.6	3.3e-03
Mitotic nuclear division	*Anln, Birc5, Ccna2, Ccnb1, Ccnb2, Cdc20, Cdca8, Hmga2, Kif23, Knstrn, Ncapd2, Nusap1, Racgap1, Triobp*	4.3	5.0e-04
Histone deacetylase binding	*Cdc20, Hsp90ab1,Top2a*	4.2	2.4e-02
Centrosome	*Ccnb1, Kif23, Tcp1, Cdc20, Krt18, Ccnb2, Cdca8, Birc5, Dlgap5, Ckap2, Mcm3, Tacc3*	4.1	1.0e-03
Negative regulation of Wnt signaling	*Gpc3, Hmga2, Nxn*	4.0	3.4e-02
Down-regulated (35/80)			
mRNA processing^c^	*Ddx3x, Ttc14, Clk4, Rps24, Eif4a2, Sfpq, Matr3, Clk1, Rbms1, Srsf11, Zfml*	17.1	5.0e-11
Unfolded & misfolded protein binding	*Hsp90b1, Hspa5, Dnaja2, Dnajc3*	10.6	3.2e-02
Histone acetyl transferase activity	*Crebbp, Ogt*	9.1	2.1e-02
Cysteine-type peptidase activity	*Ctsb, Ctsh, Otud7b, Senp6, Usp3*	8.7	1.2e-02
Response to ER stress	*Dnajc3, Hsp90b1, Hspa5, Itpr1, Pdia3, Pdia4*	8.3	7.5e-03
Nuclear body	*Neat1, Sfpq, Malat1, Atrx, Crebbp*	7.6	3.5e-02
Regulation of chromosome organization	*Atrx, Ogt, Paxbp1, Pten, Senp6, Sfpq*	5.5	1.3e-02
Wnt signaling pathway	*Ddx3x, Ndrg2, Pten*	3.1	4.7e-02
Apoptotic signaling in response to DNA damage	*Cdip1, Nupr1*	2.8	3.3e-02
Tumor suppression^d^	*Crebbp, Ddx3x, Eef1a1, Pten, Hsp90b1, Arhgef12* *Nupr1, Pdcd4, Ndrg2*	2.9	1.3e-03

^a^Upon exclusion of repeats, unknowns and transcribed sequences, the 245 statistically significant probes at passage 14 (see Fig. 2) were reduced to 101 up-regulated and 80 down-regulated unique DEGs. 

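The 205 clones called at p14 correspond to 84 genes higher and 67 lower than at p2. Besides genes that the paper names, the largest rises were those of the histone gene H2ac23 (log2 difference 2.53, standard error 0.27), Fstl1, a secreted glycoprotein (2.48), Bex3, a p75 neurotrophin receptor adaptor (2.25), Tagln2, transgelin 2 (2.19), and Marcks, a membrane-bound actin regulator (2.03). The largest falls included Isyna1, the enzyme that makes inositol phosphate from glucose phosphate (-3.93, standard error 0.54), the proteasome subunit Psmd6 (-2.48, and already -2.57 at p5, so it turns positive with p5 as baseline), Gspt1 (-2.43) and the membrane protein Tmem176b (-2.28). Of the 104 genes that the paper names at p14, 55 were past the threshold, 36 higher and 19 lower, and the other 49 had a difference in the paper's direction in their clone with the lowest p. With 1 array left out, 21 to 40 of the 104 were called. The count of 205 clones fell to 116, 102, 72 and 48 without p2 array d1, d2, r1 and r2, and to 58, 69, 101 and 58 without p14 array d1, d2, r1 and r2.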

These gene sub-sets were subjected to gene ontology (GO) analysis with WebGestalt (http://www.webgestalt.org/) using the hypergeometric test

^b^MCM stands for *minichromosome maintenance*

^c^Function taken from WikiPathways analysis done with WebGestalt

^d^Function derived from the TSGene database (https://bioinfo.uth.edu//TSGene1.0/). A chi-square test with Yates correction was done with GraphPad online (http://graphpad.com/quickcalcs/contingency2/)

### Dysregulated transcription prior to DNA copy number alterations

Given the particular transcriptomic and DNA copy-number profile of p18, it was reasonable to hypothesize that DEG in previous p14 could lead MOSE cells towards a genomic instability process. 

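Of the 32 lists, the G2/M genes held the most genes that rose at p14. Of 58 G2/M genes, 17 rose and none fell, 30 and 1 when adjusted over the list alone, with a median log2 difference of 0.68 (SD 0.15 over arrays) and 50 of 58 genes higher. Prc1, a microtubule bundler of the spindle midzone, rose by 1.99 (standard error 0.21, adjusted p = 0.0021 from limma) and Hmgb2, a chromatin protein, by 1.98 (adjusted p = 0.00187). Among 84 genes called higher, chance would place 0.659 in this list (Fisher's exact test, two-sided, adjusted p = 5.50e-19). That test takes genes as independent, and across the 9 passages neither these genes nor the S-phase genes set p14 apart by camera with an estimated correlation (0.488 for the G2/M genes, adjusted p = 0.599 for both lists). Of 43 S-phase genes, 5 rose, 13 when adjusted over the list alone, with a median of 0.44 (SD 0.02), where chance would place 0.489 (adjusted p = 0.000962 from the same test). The clones of actin and adhesion genes moved both ways: of 44 such genes, 6 rose, among them Tmsb4x, which encodes thymosin beta 4 (1.89), and 2 fell, among them the integrin Itga3 (-1.33), 8 and 3 when adjusted over the list alone. Their median was 0.09, or 0.39 with the array series as a block and 0.32 against p7 in the same series. With the array series as a block the G2/M median was 0.41 and against p7 it was 0.69, and the S-phase medians were 0.44 and 0.40. The lists were tested in place of GO terms, and the counts behind them come from arrays of 1 RNA per passage.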

Table 1 shows a gene ontology (GO) analysis of the 101 up-regulated plus the 80 down-regulated transcripts at p14 in the MOSE model. Notably, among up-regulated genes, the top-3 enriched functions (>30 fold) comprised genes coding for *centralspindlin*, *chromosome passenger* and *minichromosome maintenance* (MCM) protein complexes, a set of structures essential for dynamics of mitosis. 

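The motor of the central spindle, the chromosome passenger complex and the replicative helicase were all represented among the genes higher at p14. Cdca8, which encodes the passenger protein borealin, rose to 2.18 times its p2 level (log2 difference 1.13, standard error 0.17, adjusted p = 0.00936 from limma, 4 arrays of each RNA), and Mcm2, a subunit of the helicase, rose to 2.78 times (log2 difference 1.48, standard error 0.23, adjusted p = 0.00901). Mcm6 was higher by 1.34 (standard error 0.22, adjusted p = 0.0115) and Mcm3 by 1.22 (standard error 0.22, adjusted p = 0.0171), neither past 0.01. Of the genes that the paper lists for these complexes, 1 of 2, 1 of 2 and 1 of 3 were called, and all when adjusted over the list alone, lists that the study chose on these arrays and that are not independent evidence. In the longer list of 15 genes of the MCM helicase and its loading, 1 rose, 5 when adjusted over the list alone, with a median log2 difference of 0.40 (SD 0.03 over arrays, 0.23 with the array series as a block, 0.20 against p7). From the transcript and DNA copy number profile of p18, the paper proposes that genes deregulated at p14 could lead the cells towards genomic instability.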

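At p14, Racgap1, which encodes a GTPase activating protein of the midzone, was 3.95 times its p2 level (log2 difference 1.98, standard error 0.32, adjusted p = 0.0113 from limma), just above the threshold of 0.01, with an SD of 0.68 over the 4 p14 arrays. Kif23, which encodes a kinesin that bundles midzone microtubules, rose to 2.52 times (log2 difference 1.33, standard error 0.17, adjusted p = 0.00465), with an SD of 0.25 over those arrays, in 1 of its 3 clones. In later passages Racgap1 had log2 differences of 0.95 at p18 and 0.94 at p23, and it rose at p28 by 2.32 (adjusted p = 0.00153).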

The *centralspindlin* complex is composed of the molecular motor *Kif23* and the GTPase activating protein *Racgap1*, the latter upregulated in gastric, colorectal and breast cancer [32–34]. In addition, the GO terms *chromatin assembly*, *chromosome condensation*, *sister chromatid segregation*, *kinetochore*, *cytokinesis*, *histone binding*, *spindle, mitotic nuclear division, histone deacetylase binding* and *centrosome* covered a total of 34 genes among which *Ccnb1* (Cyclin B1), *Birc5* (Survivin), *Nusap1* (NuSAP) and *Kif23* (mitotic kinesin-like protein 1) were the most recurrent. 

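Cyclin B1 (Ccnb1), the partner of the kinase that starts mitosis, rose at p14 to 2.86 times its p2 level (log2 difference 1.51, standard error 0.20, adjusted p = 0.00478 from limma, 4 arrays of each RNA). Ncapd2, a subunit of condensin, rose by 2.01 (standard error 0.25, adjusted p = 0.00359) and Chaf1b, a histone chaperone of replication, by 1.31 (adjusted p = 0.00799). H4c18, a histone H4 gene that the paper names as Hist1h4n, rose by 2.06 and H2az1, a variant histone, by 1.38. By the paper's own terms, 6 of 6 chromatin assembly genes rose, 5 of 5 of chromosome condensation, 4 of 5 of the kinetochore, 5 of 6 of histone binding, 7 of 9 of the spindle, 10 of 14 of mitotic nuclear division and 2 of 3 of histone deacetylase binding. Adjusted over the list alone, every gene of these terms passed, which is not independent evidence because the study chose them on these arrays. Uhrf1, a reader of methylated DNA, was higher by 1.36 (adjusted p = 0.0148), the chaperone Hsp90ab1 by 0.94 (adjusted p = 0.0454) and Triobp, an actin-binding protein, to 2.14 times its p2 level (adjusted p = 0.0249), none past 0.01.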

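Cdc20, an activator of the anaphase-promoting complex, rose at p14 to 3.33 times its p2 level (log2 difference 1.74, standard error 0.24, adjusted p = 0.00623 from limma, 4 arrays of each RNA). Tacc3, which stabilizes spindle microtubules at centrosomes, rose by 1.31 (standard error 0.14, adjusted p = 0.00235, 2 of 3 clones), Dlgap5, a spindle protein, to 2.14 times its p2 level (adjusted p = 0.0085, 1 of 3 clones) and Tcp1, a subunit of the chaperonin that folds tubulin, by a log2 difference of 0.99 (adjusted p = 0.0085). The keratin Krt18 was higher by 0.96 (adjusted p = 0.0131) and Ccnb2 by 1.27 (adjusted p = 0.0446), neither past 0.01. Of the 12 genes that the paper lists under centrosome, 8 rose, 12 when adjusted over the list alone, which is not independent evidence, as the list was chosen on these arrays. Most of them encode regulators of mitosis, and the arrays measure their transcripts, not the number of centrosomes.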

Up-regulation of genes coding for centrosome components suggest centrosome amplification in a similar fashion as experimental *PLK4* overexpression it does [35]. A recurrent observation in many solid tumors is the presence of supernumerary centrosomes proposed to have a role in aneuploidy induction and subsequent tumorigenesis [35].

Moreover, the genes *Birc5*, *Cdc20*, *Cdca8*, *Cenpa*, *Itgb1*, *Mif*, *Nusap1* and *Tacc3* have been classified under the MGI’s gene-phenotype term *abnormal mitosis* (MP:0004046; *p* = 9.0e-08). 

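Of the 8 genes under the phenotype term abnormal mitosis, 7 rose at p14, 8 when adjusted over the list alone, with a median log2 difference of 1.31. The study chose the list on these arrays, so it is not independent evidence. Cenpa, the histone variant that marks centromeres, rose to 2.83 times its p2 level, with both of its clones called (log2 standard error 0.14, adjusted p = 0.0016 from limma), the integrin subunit Itgb1 by a log2 difference of 1.55 (standard error 0.17, adjusted p = 0.0025, 1 of 2 clones) and Mif, which encodes a secreted cytokine, by 0.95 (standard error 0.11, adjusted p = 0.00327). Birc5, which encodes survivin, was 2.31 times its p2 level (log2 difference 1.21, standard error 0.21) at an adjusted p of 0.0146, above 0.01.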

*Birc5*, a well-known anti-apoptotic gene that constitutes the *chromosomal passenger* complex and also takes part of *spindle* and *cytokinesis* terms, is an OC growth promoting factor up-regulated by the luteinizing hormone (LH) [36]. Among several hormone receptors, OSE cells express LH and FSH receptors. Gonadotropins LH and FSH increase at menopause and are considered OC predisposing factors [37]. On the other hand, the MCM complex consists of helicases needed for DNA replication that normally are bound in excess to the chromatin to counteract replicative stress. 

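Mcm2 was higher than at p2 by a log2 difference of 1.18 at p18 (adjusted p = 0.0738 from limma), by 1.03 at p23 (adjusted p = 0.0215) and again past the threshold at p28 (adjusted p = 0.00143). Mcm3 had log2 differences of 0.70 at p18 and 0.13 at p23 and rose at p28 by 1.23 (adjusted p = 0.00757), and Mcm6 had 0.72, 0.39 and 1.27 (adjusted p = 0.0107 at p28). Mcm4 was higher by 1.22 at p14 with a wide spread (adjusted p = 0.426). The 15 genes of the MCM helicase and its loading had medians of 0.02 at p18, 0.11 at p23 (-0.04 with the array series as a block, 0.04 against p7) and 0.32 at p28, against 0.21 at p5. The 58 G2/M genes had medians of 0.20 at p23 and 0.78 at p28, where 23 of them rose, 39 when adjusted over the list alone, and the p23 median turns to -0.09 when arrays are scaled within each passage and to -0.11 in the authors' values. Compared directly with p14, the G2/M median was lower by -0.46 at p18 (48 of 58 genes lower), by -0.48 at p23 (46 genes) and by -0.38 at p25 (50 genes), and was 0.09 at p28 (18 genes lower). No MCM gene was past the limma threshold when a later passage was fitted against p14 alone.

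**Figure D1:**
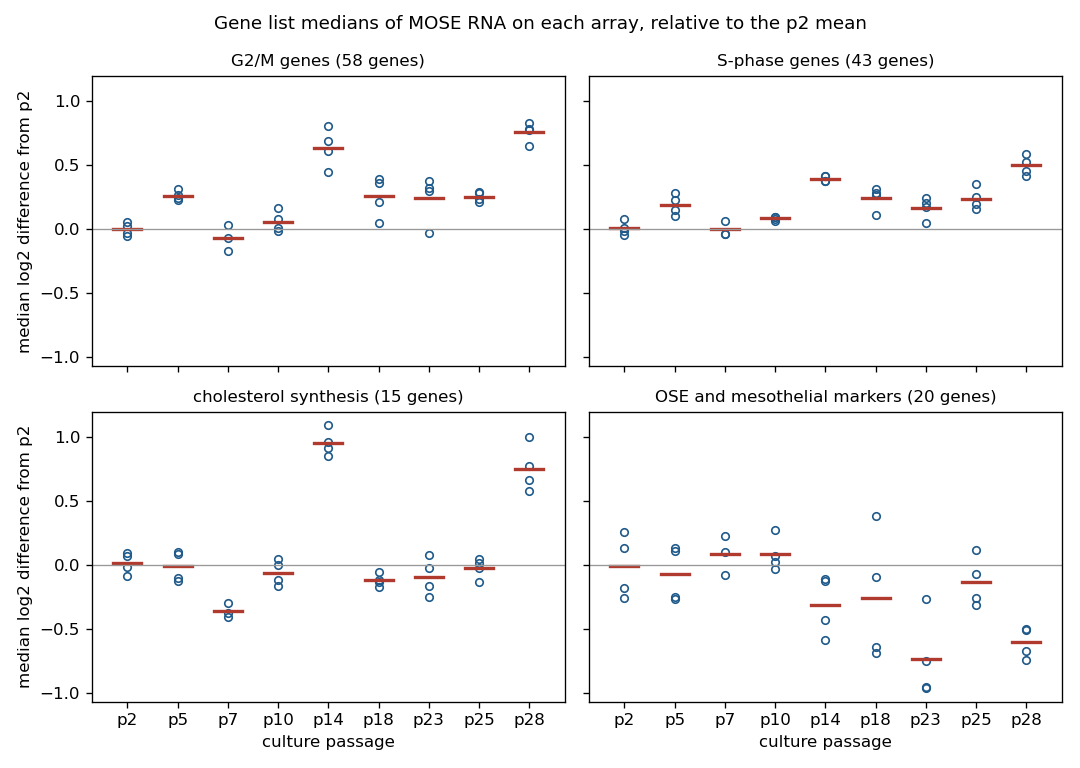
Median log2 difference from p2 (vertical axis) at the 9 passages (horizontal axis) of 4 gene lists: 58 G2/M genes, 43 S-phase genes, 15 genes of cholesterol synthesis and 20 OSE and mesothelial markers. Each open circle is the list median on an array and each red bar the mean of the circles of a passage. The medians in the text are taken over passage means of genes and are not the bars: 0.68 at p14 and 0.78 at p28 for the G2/M genes, 0.98 and 0.61 for cholesterol synthesis, and -0.77 at p28 for the markers. The marker circles at p28 run from -0.50 to -0.74. The G2/M median at p23 and the marker medians at p14 and p18 change sign when arrays are scaled within each passage.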

As MCM genes over-expressed transiently in MOSE cells at p14, we hypothesize that MCM depletion in later passages induce chromosomal aberrations upon overcoming a mitotic checkpoint as formerly described in HeLa cells [38]. Additional GO terms significantly enriched among up-regulated genes were *steroid metabolic process*, *nucleotide metabolic process* and *extracellular matrix*.

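Of 15 genes of cholesterol synthesis, 3 rose at p14, 9 when adjusted over the list alone, with a median log2 difference of 0.98 (SD 0.10 over arrays), 0.85 with the array series as a block and 1.34 against p7 in the same series. Set against the other 8 passages, the list passed camera with a preset correlation (adjusted p = 1.13e-09) and not with an estimated one (correlation 0.419, adjusted p = 0.599) or with fry (adjusted p = 0.537). Mvd, which encodes mevalonate diphosphate decarboxylase, rose by 1.09 (standard error 0.13, adjusted p = 0.00359 from limma) and Idi1 by 1.31 (standard error 0.13, adjusted p = 0.00187), while Lss was higher by 1.57 (adjusted p = 0.0445) and Fdft1 by 1.01 (adjusted p = 0.0137). The list's median was -0.10 at p18, -0.16 at p23 (-0.39 with the array series as a block, but 0.32 against p7) and 0.61 at p28, where Idi1 rose by 1.68. In nucleotide metabolism, Rrm2, the regulatory subunit of ribonucleotide reductase, rose by 1.82 in 1 of 3 clones (standard error 0.17, adjusted p = 0.0017, gene mean 0.60). That rise turns negative with the array series as a block, but not with p7, of the same series, as baseline. The thymidine kinase Tk1 had 1.17 in its better clone (adjusted p = 0.023) and a gene mean of -0.67. Of 13 glycolysis genes, 2 rose, Gapdh by 1.04 and Eno1 by 1.92, and 1 fell, Aldoc, with 6 and 1 when adjusted over the list alone, and the median was 0.58, or 0.60 with the series as a block and 0.52 against p7. Of 28 collagen and matrix genes, 4 rose, among them Fn1 to 19.9 times its p2 level (log2 difference 4.31, standard error 0.29, adjusted p = 0.00109) and Col5a2, a fibrillar collagen chain, by 1.71, and 1 fell, 5 and 2 when adjusted over the list alone, but the median was -0.01 and the mean 0.26, and the median was 0.25 with the series as a block and 0.60 against p7. By the paper's own terms, which are not independent evidence, 2 of 7 steroid genes, 4 of 9 nucleotide genes and 4 of 8 matrix genes measured rose, and adjusted over the list alone all of them passed.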

Regarding down-regulated genes at p14, the top enriched function was *mRNA processing* covering 11 genes (Table 1), 8 of which were correlated to *number of litters* and to *ovarian tumor frequency* in a previous transcriptomic study of our laboratory aimed to associate reproductive parameters and spontaneous tumor rates across 4 mice strains [39]. 

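Ddx3x, an RNA helicase, fell at p14 to 0.433 of its p2 level (log2 difference -1.21, standard error 0.16, adjusted p = 0.00452 from limma, 1 of 3 clones), and Zfp638, an RNA-binding zinc finger protein that the paper names as Zfml, fell by 0.74 (adjusted p = 0.00813). The splicing kinase Clk1 was lower by -1.62 (standard error 0.35, adjusted p = 0.0331), the splicing factor Srsf11 by -1.08 (adjusted p = 0.0188), the nuclear matrix protein Matr3 by -0.85 (adjusted p = 0.028) and Rbms1 by -1.02 (adjusted p = 0.0144), none past 0.01. Of the 11 genes that the paper lists, 2 fell, 10 when adjusted over the list alone, with a median of -0.85, a list chosen on these arrays and not independent evidence. Clk4 (-0.80), Ttc14 (-0.89), Rps24 (-0.67) and Eif4a2 (-1.12, adjusted p = 0.131) did not pass. Among 46 splicing factors fixed beforehand, 1 fell, 8 when adjusted over the list alone, the median was -0.04 and the mean -0.11, and the median was 0.14 with the array series as a block and -0.18 against p7.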

RNA processing has been increasingly connected to the DNA damage response [40], which in our results links to apoptosis through *Nupr1* and *Cdip1* (Table 1), the latter a regulator of TNF-alpha-mediated, p53-dependent apoptosis [41]. Furthermore, the splicing factor proline/glutamine-rich (*Sfpq*) has been involved in DNA double-strands break repair [42] and, together with *Neat1, Malat1, Atrx* and *Crebbp*, are catalogued under the cellular component *nuclear body* (Table 1). 

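Nupr1, which encodes a stress-induced chromatin protein, fell at p14 by a log2 difference of 1.41 in 1 of its 2 clones (standard error 0.18, adjusted p = 0.00465 from limma), a difference that turns positive against p7, the passage of the same array series. Cdip1 was lower by -0.74 (standard error 0.19, adjusted p = 0.0598) and did not pass. Over 10 p53 target genes the median log2 difference at p14 was -0.17, and none of them was called.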

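Atrx, a chromatin remodeler of heterochromatin and PML bodies, fell at p14 to 0.427 of its p2 level (log2 difference -1.23, standard error 0.14, adjusted p = 0.00274 from limma, 3 of 6 clones called). Sfpq was lower by -0.83 at p14 (standard error 0.15, adjusted p = 0.0191), with none of its 6 clones past 0.01, and the acetyltransferase Crebbp by -0.79 (standard error 0.17, adjusted p = 0.0312). Of the 5 genes of the term, 3 fell, 5 when adjusted over the list alone, which is not independent evidence, as the study chose them on these arrays. Of 15 genes of paraspeckles and nuclear bodies, 3 fell, 5 when adjusted over the list alone. Their mean log2 difference was -0.59 and their median -0.13 (-0.23 with the array series as a block, -0.07 against p7), so a few strongly lower genes carry the mean. Chance would place 0.136 of them among the 67 genes called lower (Fisher's exact test, two-sided, adjusted p = 0.00750), in a test that takes genes as independent, and across the 9 passages the list did not set p14 apart by camera with an estimated correlation (0.226, adjusted p = 0.688).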

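Neat1, which was lower at p5 and p10, fell at p14 to 0.182 of its p2 level (log2 difference -2.46, standard error 0.24, adjusted p = 0.00187 from limma, 4 arrays of each RNA). At later passages it had log2 differences of -1.47 at p18 (adjusted p = 0.0409), -1.32 at p23 and -1.21 at p28, none past 0.01. It is measured by 1 clone.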

Interestingly, *Malat1* and *Neat1* are long non-coding transcripts that localize in a particular type of nuclear bodies termed *paraspeckles*, which consist of inter-chromatin ribonucleoprotein structures composed of *Neat1* as RNA core plus a minimal set of RNA-binding proteins including *Sfpq* [43]. Paraspeckles are emerging as key regulators of gene expression at the post-transcriptional level by its ability to sequestrate certain proteins [44] and retain mature mRNAs in the nucleus [45, 46]. In addition, *Malat1* and *Neat1* were negatively correlated to *ovarian tumor frequency*, i.e., their levels were minimal in the ovaries of mouse strains displaying the highest spontaneous tumor rates [39]. Downregulation of *Malat1* in this MOSE model along with its inverse correlation with spontaneous ovarian tumors in mice, is consistent with a recent report suggesting a tumor-suppressor role of *Malat1* in gliomas [31]. 

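Malat1 fell at p14 to 0.0784 of its p2 level (log2 difference -3.67, standard error 0.30, adjusted p = 0.00109 from limma, 4 arrays of each RNA), and all 3 of its clones were called, the largest fall being 3.97 (standard error 0.49). In the direct comparison with p14 it was higher again at p25, and at p28 its largest fall from p2 was 3.84.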

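Of 46 splicing factors, 1 fell at p14 and none rose, 8 fell when adjusted over the list alone, and the median log2 difference from p2 was -0.04, or 0.14 with the array series as a block and -0.18 against p7. Set against the other 8 passages, the splicing factors were lower at p14 by camera with a preset correlation of 0.01 (46 genes, adjusted p = 0.0150) and the genes of paraspeckles and nuclear bodies at an adjusted p of 0.0480, but with an estimated correlation neither passed (adjusted p = 0.599 and adjusted p = 0.688 with an estimated correlation). The 35 translation factors had a median log2 difference from p2 of -0.09 at p14, with Gspt1 the 1 gene that fell, 3 when adjusted over the list alone, and that median is 0.02 when arrays are scaled within each passage or not scaled, 0.24 with the array series as a block and -0.09 against p7. Ddx17, an RNA helicase of splicing, had -1.08 at p14 (adjusted p = 0.0148 from limma), Rbm5 had -0.85 and Srsf5 had -0.91, none past 0.01. The arrays give transcript levels, and RNA export and the DNA damage response were not measured.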

The above evidence combined suggests that MOSE cells at p14 tend to minimize the DNA damage response by downregulating RNA processing and export.

A second functional domain of downregulated genes at p14 was that comprised by *unfolded & misfolded protein binding* which overlapped with *response to ER stress*. 

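Of 22 ER chaperones and unfolded protein response genes, 2 fell at p14 and none rose, 6 and 1 when adjusted over the list alone. The median log2 difference from p2 was -0.38 (SD 0.09 over arrays, -0.39 with the array series as a block), but it was -0.06 against p7 in the same series and 0.00 against the mean of p5, p7 and p10, as the list was already at -0.26 at p5. Itpr1, a calcium channel of the ER, fell by 2.03 (standard error 0.27, adjusted p = 0.00522 from limma), Dnajc3, a cochaperone of the ER lumen, by 1.28 (standard error 0.19, adjusted p = 0.00769, 1 of 3 clones) and Dnaja2, a cytosolic cochaperone, to 0.353 of its p2 level (adjusted p = 0.00377, both clones). The disulfide isomerases Pdia3 (-1.42, adjusted p = 0.014) and Pdia4 (-0.74, adjusted p = 0.0485) did not pass 0.01. By the paper's own terms, 3 of 4 genes of unfolded protein binding and 3 of 6 of the ER stress response fell, and adjusted over the list alone all did, which is not independent evidence. Across the 9 passages the ER list did not stand apart at p14 (camera, adjusted p = 0.538, and adjusted p = 0.965 with an estimated correlation).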

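Hspa5, the main chaperone of the ER lumen, fell at p14 to 0.234 of its p2 level (log2 difference -2.09, standard error 0.22, adjusted p = 0.00229 from limma, 1 of 3 clones). It was lower also at p18 by -2.50 (standard error 0.27, adjusted p = 0.00685), at p23 by -1.83 (adjusted p = 0.00359) and at p28 by -1.32 (adjusted p = 0.00975). Hsp90b1, another chaperone of the ER lumen, had log2 differences of -1.38 at p14 (standard error 0.23, adjusted p = 0.0137), -1.84 at p18 (adjusted p = 0.0138), -1.32 at p23 and -0.96 at p28, none past 0.01.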

Common to both terms were the two major ER-stress chaperones *Hspa5* alias GRP78/BiP and *Hsp90b1* alias GRP94, which provide quality control in protein folding and overall cell homeostasis [47]. Though in many cases established cancer cells display a constitutive ER-stress response to cope with proliferative demand, resist chemotherapy and evade immunity [48–50], depression of ER-stress response without evident apoptotic signaling in normal proliferating, non-malignant MOSE cells may simply indicate a decreased synthesis of secretory and membrane protein products. The third relevant down-regulated function was *tumor suppression* comprising 9 genes (Table 1), of which the phosphatase and tensin homolog (*Pten*) is the best characterized in OC. 

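Of the 9 genes that the paper lists under tumor suppression, 3 fell at p14 in limma, namely Ddx3x, Arhgef12 and Nupr1, and all 9 when adjusted over the list alone, with a median log2 difference from p2 of -0.94. The list was chosen on these arrays and is not independent evidence. Ndrg2, a gene of growth arrest, had -2.25 (standard error 0.39, adjusted p = 0.0157) at p14 and fell at p28 by 3.31 (standard error 0.22, adjusted p = 0.000225). Pdcd4, an inhibitor of translation initiation, had -1.48 (standard error 0.25, adjusted p = 0.0148), the elongation factor Eef1a1 -0.92 (adjusted p = 0.0175).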

*Pten* has been implicated in papillary serous OC [51] and endometroid OC [52] whereas OC mouse models have been developed by deleting *Pten* [53, 54].

### Protein networks of genes dysregulated by passage 14

Under the assumption that transcript levels are directly proportional to protein levels, we used the STRING v10 database and tool [55] to mine additional gene interrelationships derived from reported and predicted protein-protein interactions. Further functional and physical associations among genes dysregulated by p14 are shown in the networks of Fig. 3. Robust and highly interconnected networks were obtained by applying strict analysis settings that included only connected nodes (proteins), 4 of 7 possible prediction methods and highest (*0.900*)/high (*0.700*) levels of confidence scores for up-regulated/down regulated transcripts, respectively. The majority of connections were at least of 3 types, with a high frequency of experimental evidence (light purple connecting lines) supporting the network.

**Fig. 3:**
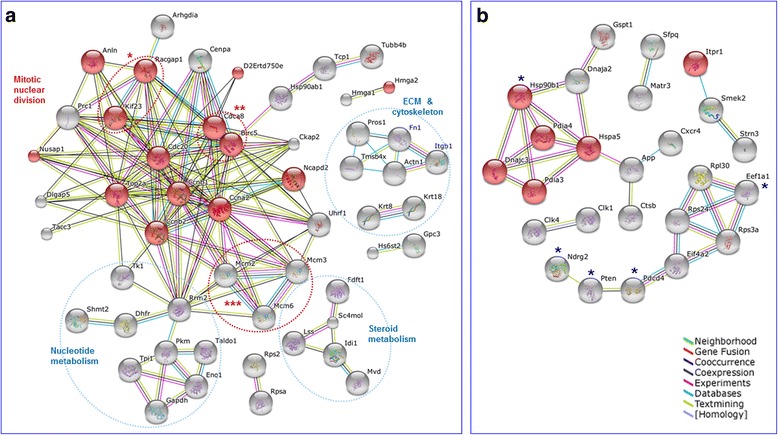
Protein-protein interactions network among genes transiently expressed at passage 14. The list of 101up-regulated (**a**) and 80 downregulated (**b**) unique gene identities were analysed with STRINGv10 (http://string-db.org/) by limiting the prediction methods to *co-expression, experiments, databases* and *textmining*. The required confidence score was set to *highest* (0.900) in (**a**) and *high* (0.700) in (**b**) and the unconnected nodes (proteins) were hidden. In (**a**), enrichment was set to the term *mitotic nuclear division* (GO:0007067; *p* = 2.7e-04) with proteins colored in red. Asterisks and red ovals depict *centralspindlin* (*), *chromosome passenger* (**) and *MCM* (***) complexes. Blue ovals enclose indicated additional GO terms; ECM stands for extracellular matrix. In (**b**), enrichment was set to *response to ER stress* (GO:0034976; *p* = 1.4e-03) and asterisks indicate tumor suppressor genes. The type of interaction is defined by color lines at bottom right. Detailed GO terms are described in Table 1. In (A), the protein *D2Ertd750e* corresponds to the updated *Knstrn* gene

Major hubs in the up-regulated network (Fig. 3a) comprised 25 genes covering most of the GO terms mentioned above with *mitotic nuclear division* genes highlighted in red. Among these, the 4 hubs composing the *centralspindlin* and *chromosome passenge*r complexes plus *Ccnb1*, *Knstrn1, Nusap1*, *Dlgap5* and *Prc1*, were catalogued under the term *spindle* though the latter two are not classified as *mitotic nuclear division* genes. Similarly, genes classified under *centrosome* including *Dlgap5, Ckap2, Mcm3, Tacc3* plus 6 of the *mitotic nuclear division* genes (see Table 1) were profusely interconnected. Both the spindle and particularly the centrosome when amplified have been implicated in tumorigenesis with aneuploidy and malignant transformation [35]. Centrosome amplification might impair chromosome segregation in a cell subjected to replicative stress [56]. Consistently, as shown in Table 1, MOSE cells display upregulation of 6 genes involved in *sister chromatid segregation* including *Nusap1*, a protein that links microtubules to mitotic chromosomes and induces extensive bundling of spindle microtubules when is present in high levels [57]. Similarly, based on multiple experimental evidences, the kinetochore-related gene *Cenpa* was highly interconnected with several of the above mentioned genes. 

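Nusap1, a microtubule-binding protein of the spindle, rose at p14 to 3.20 times its p2 level (log2 difference 1.68, standard error 0.17, adjusted p = 0.0019 from limma, 4 arrays of each RNA). All 6 genes that the paper lists under sister chromatid segregation rose, with a median log2 difference of 1.52, a list chosen on these arrays and not independent evidence. Top2a had the largest rise of them, to 5.18 times its p2 level (log2 difference 2.37, standard error 0.25, adjusted p = 0.00207), and at p28 it was higher by 2.85. Knstrn, a kinetochore protein, rose by 1.37 (standard error 0.16, adjusted p = 0.00315). Trp53bp1, a DNA damage response protein that also locates at kinetochores, rose by 1.71 in 1 of 2 clones (standard error 0.17, adjusted p = 0.00187).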

Interestingly, despite not formally catalogued as *nuclear division* related, 3 genes of the *MCM*, an hexamer protein complex needed to initiate and regulate DNA replication, showed multiple interactions with G1/S and G2/M transition-controlling cyclins *Ccnb1, Ccnb2* and *Ccna2*, as well as with cyclin inactivator *Cdc20* and the spindle assembler *Cdca8*.

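Cyclin A2 (Ccna2), which drives S phase and entry into mitosis, rose at p14 by a log2 difference of 1.38 (standard error 0.18, adjusted p = 0.00516 from limma, 2 of 3 clones). At p18 and p23 the difference of Ccnb1 from p2 was 0.60 and 0.26, and at p28 it was 1.39 (adjusted p = 0.00388). Cdca8 had 0.37 at p18 and 0.17 at p23 and rose at p28 by 1.16 (adjusted p = 0.00429).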

Another relevant hub in network of Fig. 3a, was that of *Rrm2*, coding for the catalytic subunit of ribonucleotide reductase M2. *Rrm2* converts ribonucleotides to deoxyribonucleotides which are DNA precursors required by a cell to proliferate continuously. Coherently, *Rrm2* was in turn connected to thymidine kinase 1 (*Tk1*) and dihydrofolate reductase (*Dhfr*). *Tk1* is a proliferation-dependent enzyme involved in pyrimidine salvage pathway while *Dhfr* is essential for tetrahydrofolate recycling needed for dTMP synthesis from dUMP. *Tk1* has been considered an unspecific but useful serum cancer marker [58] and *Dhfr* was historically used as chemotherapeutic target [59]. Finally, *Rrm2* was linked both to the 3 *MCM* complex genes and to the cell division genes *Cdca8, Birc5, Cdc20* and *Top2a*.

On the other hand, the network formed among downregulated genes by p14 was much less interconnected (Fig. 3b). As expected, proteins of *response to ER stress* were highly interconnected. 

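App, which encodes the amyloid precursor protein, fell at p14 by a log2 difference of 3.28 in 1 of its 2 clones (standard error 0.35, adjusted p = 0.00229 from limma, 4 arrays of each RNA), with a gene mean of -1.75, and it was lower at p28 by -3.17. The chemokine receptor gene Cxcr4 was lower by -0.66 (standard error 0.23, adjusted p = 0.164) and did not pass. Of this trio with Ctsb, 1 gene was called and 2 when adjusted over the list alone, on a list that is not independent evidence.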

Of them, *Hspa5* (GRP78/Bip) connected an additional protein trio comprising the amyloid beta precursor protein (*App*), cathepsin B (*Ctsb*) and chemokine receptor 4 (*Cxcr4*). An additional hub was that of 3 ribosomal proteins plus 2 translational factors. Of interest was the presence in this network of 5 from 9 putative tumor suppressor genes (see also Table 1).

### Earliest DNA copy number changes and its cognate gene expression profile

Figure 4a shows the DNA copy number profile of MOSE cells at p18 in an ideogram format illustrating physical chromosome positions. According to Fig. 2a, p18 is the stage when the number of DNA aberrations arises dramatically. By applying moving averages and z-score filters, discrete segmental gains were detected in chromosomes 7, 10, 11, 15 and 17 while losses were found in chromosomes 10, 13 and 19. Interestingly, in a previous genomic study we identified gains of important segments of chromosomes 10, 11 and 15 in established, late passage malignant, clonal MOSE cell lines [22]. Since the microarray-CGH approach is unable to determine complete polyploidy, we suggest that such segmental chromosome DNA aberrations detected at p18 might well correspond to the near-tetraploid genome observed by Lv et al. in this MOSE model [21]. Therefore, it is certainly possible that the apparent absence of DNA copy changes in passages earlier than p18 could correspond to a complete tetraploid genome generated by cytokinesis failure as suggested by these authors [21]. 

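Ckap2, a cytoskeleton protein of the spindle poles, rose at p14 to 2.78 times its p2 level (log2 difference 1.48, standard error 0.15, adjusted p = 0.00187 from limma, 4 arrays of each RNA), and anillin (Anln), a scaffold of the contractile ring, rose by 1.42 (standard error 0.15, adjusted p = 0.00245). Later Anln had differences of 0.15 at p18 and -0.01 at p23 and was higher by 1.49 at p28. The passenger genes Incenp and Aurkb were higher by 0.93 (adjusted p = 0.0214) and 0.60 (adjusted p = 0.124), and Birc5 had 0.25 at p18, 0.01 at p23 and 1.30 at p28 (adjusted p = 0.0061). The 4 passenger genes together had a median of 1.06 at p14 (SD 0.06 over arrays, 0.45 with the array series as a block, 1.21 against p7), with 1 called and 3 when adjusted over the list alone. Of 17 cytokinesis genes fixed beforehand, 3 rose, 6 when adjusted over the list alone, with a median of 0.35 (SD 0.08, 0.51 against p7), which turns to -0.16 with the array series as a block. That block ties p14 to p2 only through 1 p18 and 1 p25 array of opposite dye orientation, so the turn does not show the rise to be a series effect. Of the paper's 7 cytokinesis genes, 5 rose, 7 when adjusted over the list alone, which is not independent evidence.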

Note that 7 genes catalogued under *cytokinesis* and two of the 4 genes composing the *chromosome passenger complex*, a key structure engaged in the orderly exit from mitosis [60], are overexpressed by passage 14 (Table 1). As mentioned above, *Birc5* (Survivin) expression promotes OC growth via LH stimulation [36] and has been found overexpressed in many cancers [61]. Besides its anti-apoptotic role, overexpression of survivin decreases nucleation of centrosomal microtubules affecting mitotic spindle dynamics and cytokinesis [62].

**Fig. 4:**
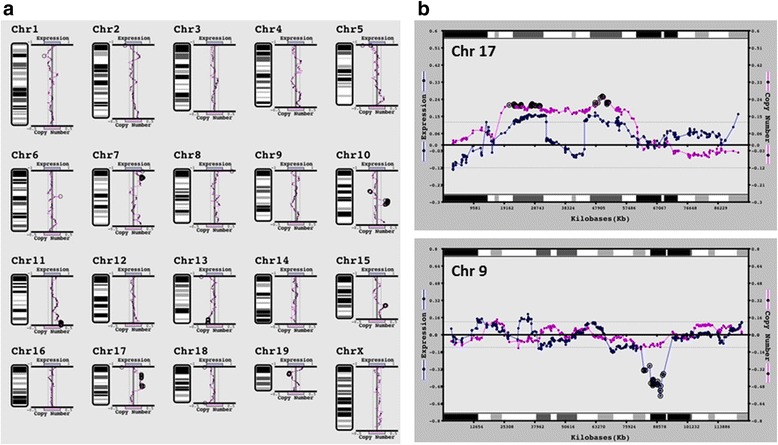
Segmental aneuploidies profile of MOSE cells prior to the malignant phenotype. Microarray-CGH data (DNA) of culture passage 18 was analyzed and visualized with the Web-aCGH tool [67]. Panel **a** shows the whole genome CGH profile. Panel **b** shows overlapped DNA copy number (purple line) and RNA transcription (blue line) for the indicated chromosomes. Smoothing window was set at 5 Mbp and *z*-score at 0.8

As shown in Fig. 4b, transcriptional data was superimposed over array-CGH data. 

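Along chromosome 17 at p18, the window of 5 Mb with the highest mean held 14 genes with a mean log2 difference from p2 of 0.34 (SD 0.12 over arrays), and 13 of the 14 were higher. Prkd3, a protein kinase, had 1.79, Galm, a galactose mutarotase, 0.77, the splicing factor Srsf7 0.62 and the kinase Pkdcc 0.50. Without Prkd3 the mean was 0.23, and in 321 of 1000 shuffles of genes along the genome a window of that chromosome was as high. In the authors' deposited values the highest window of the chromosome had a lower mean. Over all 349 genes of chromosome 17 the mean was 0.06 and 230 were higher (percentile 97.8 of random sets of genes). Gene order was taken from a current mouse annotation, which placed 7328 of 7389 genes, and it is not the build of the paper.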

A large 41 Mbp segment of chromosome 17 was gained and, upon data smoothing, showed a concomitant trend of increased expression in two adjacent segments. This chromosomal segment contained nearly 200 genes for which proteolysis, cell-cycle, ribosome and RNA processing were the predominant functional terms (data not shown). In contrast, an 8.2 Mb segment of chromosome 9 showed no copy number alteration but apparent downregulation of 15 neighbor genes. 

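On chromosome 9 at p18, the window of 5 Mb with the lowest mean held 12 neighboring genes from Me1 to Tbc1d2b, with a mean log2 difference from p2 of -0.61 (SD 0.05 over arrays), and 8 of the 12 were lower. Ctsh (-2.79) and its neighbor Tbc1d2b, a Rab GTPase activating protein (-2.69), had the largest differences, followed by the malic enzyme Me1 (-1.17) and Morf4l1, a chromatin protein (-1.09), while Snx14, a sorting nexin, had 0.85. The median of the window was -0.21, so a few genes carry its mean, which was -0.42 without the most extreme gene. In 35 of 1000 shuffles of genes along the genome the chromosome had a window as low. With the mean of p5, p7 and p10 as baseline the mean was -0.27 and in the authors' deposited values -0.35. The same window had a mean of -0.89 at p23, with 9 of 12 genes lower, and 1 of 1000 shuffles was as low. Its largest falls were present before p18: at p14 Ctsh had -3.21, Tbc1d2b -3.22 and Morf4l1 -0.77, and of the 12 genes only Cyb5r4 (0.04) was above p2.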

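At p23, chromosome 17 had a mean log2 difference from p2 of 0.16 over its genes, with 249 of 349 higher, and chromosome 11 one of 0.12, with 373 of 613 higher, at percentiles 99.99 and 100 of random sets of as many genes. At p18 the mean of chromosome 11 had been 0.03. The highest window of 5 Mb on chromosome 17 at p23 held 38 genes with a mean of 0.40, of which 30 were higher, and 301 of 1000 shuffles of genes along the genome gave a window of that chromosome as high. These means rest on the scaling of the p23 arrays, and the arrays measured RNA only.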

Later by passage 23, DNA copy number changes persisted with those of chromosomes 11 and 17 enlarged in size while transcriptional changes dramatically increased (data not shown). 

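At p23, 49 genes were higher and 97 lower than at p2. Of 44 focal adhesion and actin genes, 5 fell and none rose, 16 and 3 when adjusted over the list alone, among them Ezr, which encodes ezrin (log2 difference -3.16, adjusted p = 0.00696 from limma), and the myosin light chain Myl12b (-1.88, adjusted p = 0.00268). Their median was -0.28 (SD 0.18 over arrays, -0.17 with the array series as a block, -0.11 against p7 in the same series). Of 79 ribosomal protein genes, 10 rose, 28 when adjusted over the list alone, with a median of 0.60 (SD 0.17, 75 of 79 genes higher, 0.86 with the series as a block, 0.29 against p7), among them Rpl36 (1.60, adjusted p = 0.00311) and Rpl18 (1.59, adjusted p = 0.00864). The log2 signal of these 79 genes, centered on each array, changed by a median of -0.75 in the reference channel and 1.64 in the cells. These signals were not loess-corrected or scaled as the ratios were, so they cannot tell how much of that ratio a weaker reference gives. Of 28 collagen and matrix genes, 3 rose, among them Lamb1, a laminin chain (2.02, adjusted p = 0.00267), and 2 fell, with a median of -0.07 that is 0.05 with global loess (SD 0.54, 0.22 with the series as a block, 0.91 against p7). Of 15 TGF-beta genes, 2 fell, Tsc22d1 by 2.36 (adjusted p = 0.00681) and Bmp4 by 1.02 (adjusted p = 0.00495), 2 each way when adjusted over the list alone, with a median of 0.09 that turns to -0.03 in the authors' values (0.59 with the series as a block, 0.27 against p7). None of 10 NF-kB and inflammatory target genes was called by limma, in any direction or over the list alone, none had an unadjusted p under 0.05, and their median was -0.06 (-0.04 with the series as a block, 0.07 against p7). They are 10 of 30 listed targets and not the signaling pathway that the paper names, so its enrichment was not tested. Rrm1, a subunit of ribonucleotide reductase, fell by 1.19 (adjusted p = 0.0042). Outside these lists, falls included those of the complement protease C1s1 (-4.23, standard error 0.32, adjusted p = 0.000942), Isyna1 (-4.55), the syndecan Sdc4 (-3.68) and Gas6 (-3.48). None of the 204 clones called at p23 stayed past the limma threshold with arrays scaled within each passage or in the authors' values, although 204 and 202 of them kept their sign.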

Over 500 genes were differentially expressed and enriched in focal adhesion (19 genes, R = 10.8, *adjP* = 6e-13), TNF-alpha NF-kB signaling pathway (15 genes, R = 8.7, *adjP* = 2.8e-9), TGF-beta receptor signaling pathway (8 genes, R = 5.7, *adjP* = 1e-4), ECM-receptor interaction (8 genes, R = 11.2, *adjP* = 6.9e-6), cell cycle (9 genes, R = 7.6, *adjP* = 2.4e-5) and ribosomal proteins (33 genes, R = 31, *adjP* = 1e-15). 

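Ndrg1, a gene induced by hypoxia and differentiation, rose at p23 to 3.09 times its p2 level (log2 difference 1.63, standard error 0.20, adjusted p = 0.00365 from limma, 4 arrays of each RNA), a call that is lost when arrays are scaled within each passage. It was the 1 gene of 12 listed oncogenes and related genes past 0.01, and adjusted over the list alone 2 were higher and 5 lower, on a list that is not independent evidence, as the study chose it on these arrays. Myc, the transcription factor, had 1.14 (standard error 0.31, adjusted p = 0.0652) and Fgfr1op2 0.88 (adjusted p = 0.0339). Mycbp, which encodes a binding partner of Myc, had -2.36 in one clone (standard error 0.49, adjusted p = 0.0246) and -0.11 in the other, and Rhoa -0.73 (adjusted p = 0.0339). The kinase Akt1 had -0.59 (adjusted p = 0.0407), Rsu1 -0.70, Rap1b -0.62, Lyn -0.58, Rala -0.44, Tet3 -0.30 and Hras -0.19. The median over the list was -0.34.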

The oncogenes and oncogene-related transcripts *Myc, Mycbp, Ndrg1, Akt1, Fgfr1op2, Hras1, Rap1b, Rhoa, Rsu, Lyn, Rala* and *Tet3* were also within this 500-subset. Overall, the functional profile of cells at p23 is consistent with a malignant phenotype, in which a few gene expression modules were identifiable in the chromosomal context although not physically related to DNA dosage variation in a large extent. These results suggest that aneuploidy in this MOSE model emerges with genomic aberrations at p18 in which chromosomal-driven transcription is not dominant but apparently follows a more complex pattern that drives to tumorigenesis.

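Between the late passages (p23, p25 and p28) and the earlier 6, no clone passed an adjusted p of 0.05 in a limma test on the passage means (2293 at an unadjusted p under 0.05, lowest adjusted p 0.168). Among gene lists, 6 passed camera with a preset correlation. The ribosomal protein genes (adjusted p = 0.00246, with a reference signal that was lower too, by -0.75 at p23, -0.49 at p25 and -0.45 at p28), the G2/M genes (adjusted p = 0.00756) and the erythroid markers (adjusted p = 0.0331, a direction that turns in the authors' values) were higher late, and the lysosome genes (adjusted p = 0.00246), the chaperones of the cytosol (adjusted p = 0.00756) and the OSE and mesothelial markers (20 genes, median -0.48, adjusted p = 0.00756) were lower, but no list passed with an estimated correlation, where the lowest adjusted p was 0.832, and chance could not be excluded, as other splits of the passages gave up to 14 lists against the real 6. A mixed fry test, which takes changes in either direction, passed 9 lists, with the proteasome genes lowest (adjusted p = 0.00269), and was not set against other splits of the passages. Wt1, a transcription factor of the ovarian surface epithelium, fell at p23 by 3.10 (adjusted p = 0.00965 from limma), a call also lost when arrays are scaled within each passage. The 20 OSE and mesothelial markers had a median log2 difference from p2 of -0.69 at p23 (0 rose and 1 fell, 5 fell when adjusted over the list alone, -0.48 with the array series as a block, -0.77 against p7).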

### Mining passage-14 dysregulated genes in clinical phenotypes of human tumors

The Cancer Genome Atlas (TCGA) is an open repository of molecular and clinical information on various tumors including OC. The TCGA ovarian expression dataset contains log2 data on 11,864 coding genes for 489 cases of high-grade ovarian serous adenocarcinomas [63]. Available clinical data includes tumor stage, grade and residual disease, primary therapy outcome, progression, and platinum response among others. To gain insight into the possible relevance of premalignant gene dysregulation in the MOSE model related to human ovarian tumors, the expression levels the 181 DEG by p14 were mined in the ovarian TCGA dataset. *Limma* ANOVA and t-tests were performed among ovarian tumor profiles according to *platinum status* (PS) *progression-free status* (PFS) and *tumor stage* (TS). For the last case, sub-stages A, B and C were collapsed into single II, III and IV stage categories. Statistical results were ranked and genes with an adjusted *p*-value < 0.05 and raw p-value <0,005 were selected. On these lists, the 181 DEG list in p14 MOSE cells was filtered out. PS resulted in 8 genes, PFS in 3 genes and TS in 6 genes present in the mouse 181 DEG at p14. SHMT2 and ARHGEF12 were the top significant genes. All genes except SHMT2 and ETNK1, corresponded to down-regulated genes in MOSE cells at p14. 

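In the mouse data, Etnk1, an ethanolamine kinase, rose at p14 by a log2 difference of 1.71 in 1 of its 4 clones (standard error 0.20, adjusted p = 0.00307 from limma), with a gene mean of -0.07, and was higher at p28 by 2.04 (adjusted p = 0.00119). Shmt2, the mitochondrial serine hydroxymethyltransferase, was higher by 0.95 at p14 (standard error 0.21, adjusted p = 0.0357), above the threshold, and rose at p28 by 2.05 (adjusted p = 0.000537). Of the lower genes, Arhgef12 was past the threshold at p14. The human tumor data were not analysed here.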

Figure 5 shows these two plus other 5 significant genes. Despite HSP90B1 (GRP94) expression has been linked to cancer growth and metastasis [64], decreased HSP90B1 expression as tumor progresses is consistent with its proposed role as tumor suppressor in the TSGene database [65]. The ARHGEF12 pattern was paradoxically opposite in view of its proposed role as tumor suppressor in breast and colorectal cancer [66]. On the other hand, the *platinum status* pattern of all genes in Fig. 5b, including HSP90B1, suggest that their downregulation would indicate a poor chemotherapeutic response to cisplatin, the first line agent to treat OC.

**Fig. 5:**
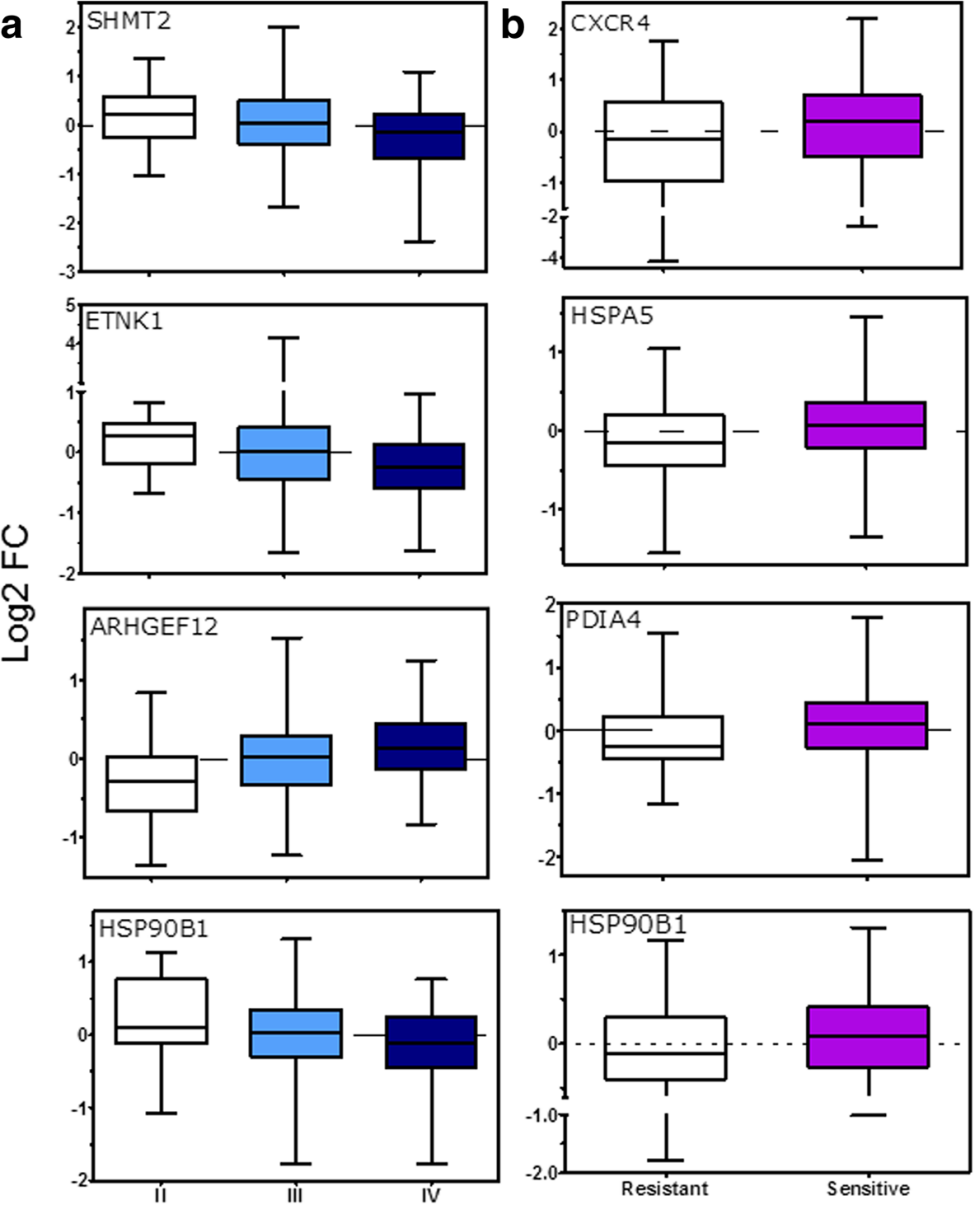
Human ovarian tumor analysis of MOSE genes dysregulated at passage 14. Gene transcription data for human OC tumors as well clinical data was freely available from the TCGA project website. Mouse gene symbols were converted to their corresponding human orthologs. For the *tumor stage* data mining (**a**), data for 473 patients was used. For the platinum status (**b**), data for 289 patients was available. *Limma* tests were applied as described in Methods. Selected genes shown were *adj p* < 0.05 for *tumor stage* (**a**) and raw *p* < 0.005 for *platinum status* (**b**)

## Conclusion

The OSE has been regarded as a possible origin of ovarian cancer caused by a chronic damage-repair cycling upon repetitive ovulatory events. Such damage can be experimentally replicated in vitro leading to spontaneous cell transformation. The present study was an attempt to decode the early, pre-malignant genomic and transcriptomic changes occurring prior to the development of malignant capacity. Initial segmental aneuploidies were detected at passage 18 in discrete segments of chromosomes 7, 10, 11 and 17. These early DNA aberrations were preceded by transient differential expression of 181 genes at p14. Based on previous cytogenetic analysis of this model by Lv et al [21], the functional profile of the 101 up-regulated genes at p14 enabled us to suggest that an abnormal mitotic process is taking place at p14 and might include centrosome amplification, cytokinesis failure and replicative stress. On the contrary, down-regulated genes indicate impaired RNA processing, response to ER stress and tumor suppression. The time course of transcriptional and genomic alterations of MOSE cells identified in the present study, particularly those between p14 and p18, further agree with findings of Lv et al [21]. Specifically, we propose that profile of MOSE cells at p14 would correspond to tetraploid cells leading to a near-tetraploid stage at p18, in which some of the segmental chromosome aberrations could initiate and perpetuate the tumorigenic drive. The gene expression profile of later passages indicates the rise of a frankly malignant phenotype. Among the limitations of this study is the difficulty to extrapolate in vitro genomic and transcriptional changes to a pre-neoplasia arising *in situ* at the OSE. It has been described that inclusion cysts present in aged ovaries may experience a particular epithelial-mesenchymal transition harboring pre-metaplasic characteristics. The interaction of OSE with diverse cell types including interstitial and stromal ovarian cells as well as the immune cells infiltrating the senescent ovary, will certainly modulate the fate of a pre-neoplastic tetraploid cell formed as a consequence of repeated ovulation.

## Methods

### Cell cultures and nucleic acids extraction

Mouse ovarian surface epithelial (MOSE) cells from 8-weeks old female C57BL6 mice were isolated and cultured as described [15]. Total RNA and genomic DNA from culture passages 2, 5, 7, 10, 14, 18, 23, 25 and 28 were obtained with TRizol reagent following the standard protocol. The in vitro transformation experiment of MOSE cells has been described by Roby et al [15].

### DNA microarray experiments

Conditions of RNA and DNA labeling, hybridization, washes and scanning were performed as previously described [22, 23]. Microarrays were used in test versus reference (2-channel) format. The overall experimental scheme is shown in Fig. 1, top section. Gene transcription (RNA) and genome (DNA) microarray hybridizations were performed using repeated dye-swap with common reference for both the RNA and the DNA series. RNA from a C57BL6 newborn male mouse (Wnbm) and DNA from C57BL6 male peripheral blood were the reference samples for the two series of experiments, respectively.

### Microarray data analysis

Slide images were extracted with the GenePix Pro 5.0 software. GPR files were deposited at the NCI’s microarray database, mAdb (https://madb.nci.nih.gov/), and normalized with loess, background “half” correction and multi-slide scale adjustment using the DNMAD tool. Of the total 15,260 cDNA clones in this platform, 11,218 were annotated as known transcripts including 1,025 transcribed loci, 200 of which are moderately or strongly similar to known genes. For the array-CGH experiments shown here, 12,275 probes were physically mapped to the current build of the M musculus genome resulting in a mean coverage of 221 Kbp/probe.

### Statistical and bioinformatic analysis

Normalized log2 ratio RNA and DNA data consisted of 4 replicates per sample passage with a total of 71 microarray experiments. *Limma* t-tests with FDR control were done at Pomelo II (http://pomelo2.iib.uam.es/). For RNA data, each of all passages from p4 to p28 was compared against p2 data, regarded as baseline. DEG were cut-off with adj *p* < 0.01 and subjected to GO, KEGG and WikiPathway analysis at WebGestalt (http://www.webgestalt.org/) and VLAD http://proto.informatics.jax.org/prototypes/vlad/. Network analysis was done with STRING v10 (http://string-db.org/). Normalized DNA results were compared against a reference-to-reference experiment. Data was displayed in chromosomal context and smoothed with WebaCGH [67]. TCGA data was at https://tcga-data.nci.nih.gov/docs/publications/ov_2011/ and analyzed with Pomelo II.

## Additional file

Additional file 1: Urzua_RNA_dataset. Contains the complete, loess normalized dataset of log2 ratio data values for 15,023 cDNA probes in 35 microarrays. Column A contains clone (gene) identity and gene description. (XLS 10723 kb)

How the deposited data were processed for this re-analysis (not part of the article)

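MOSE cells at 9 passages (p2, p5, p7, p10, p14, p18, p23, p25 and p28) gave 1 RNA preparation each. Each preparation was hybridized on 4 arrays (3 at p7) against a common newborn mouse reference, with 2 direct and 2 reverse arrays per passage (2 and 1 at p7), so arrays of a passage are technical replicates. The authors scanned the arrays and deposited, for each spot, the fluorescence intensity and local background of the 2 channels as written by the GenePix program, with no transformation. The authors' deposited table of 15023 probes holds log2 ratios of MOSE to reference, which the authors made from the scanner signals with local background subtracted, print-tip loess and scale adjustment in the DNMAD tool, with the reverse arrays already turned. In that table the median absolute deviation differs by at most 0.00766 between arrays of a passage (0.0317 at p5), and its mean runs from 0.297 at p2 to 0.587 at p23.

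The values start from the scanner intensities of 15254 clones on 35 arrays. In R 4.3.3 with limma 3.58.1, the local background was subtracted and any signal left below 0.5 was set to 0.5, loess was fitted in each of 32 print-tip blocks with control spots at weight 0, and arrays were scaled over all 35. The mean of a passage is the mean of its 2 dye orientation means. Symbols were brought to current mouse nomenclature with Python 3.11.15: 9157 clones carry a current symbol, 856 were updated through a single synonym, 85 kept the name in the array annotation and 5156 have none, which leaves 7389 genes. A gene counts as called if any of its clones is called, and the value of a gene in a list is the mean of its clones. Rows of the deposited table were matched to clones by their order and by a Spearman correlation over 0.5, which kept 14747 of them (98.2%), 14715 of them the best match among neighboring rows.

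Signal limits small values: the MOSE signal median per array ran from 872 to 7420 and the reference from 1058 to 5889.5, 98.8% to 99.6% of clones lay above background in both channels, and at most 0.0852% of spots were saturated. The median SD of a clone over the arrays of a passage was 0.247 at p14 and 0.302 at p23. On simulated data with 200 changed clones, the test at p14 found 0 of 67 clones changed by a log2 of 0.5, 21 of 67 changed by 1 and 58 of 66 changed by 2, with 1 false call, so differences near 1 are often missed.

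The study's comparisons and threshold were kept: limma with an adjusted p (Benjamini-Hochberg) under 0.01, each passage against p2. The paper's results call its tests paired, while arrays were not paired here, apart from the replicate block among the alternatives. The test measures the spread between arrays of 1 RNA each and has no replicate cultures. Beside this test stand tests with 1 value per passage (limma on 9 passage means, adjusted p under 0.05): a slope on passage number, p23 to p28 against the earlier passages, and p14 against the other 8. For p14 against the others, 10 clones passed (3 higher, 7 lower, 1057 at an unadjusted p under 0.05), among them Rpa1 (log2 difference 1.47, adjusted p = 0.0167), and Galnt10 and Capza1, which are close to background on 1 array each. Tests with 1 value per passage were also run on simulated data: the slope found 32 of 67 clones changed by a log2 of 1, with 5 false calls.

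For gene lists, 32 lists were tested across passages with camera (preset correlation 0.01, and an estimated correlation) and fry. At p14 against the other passages 11 lists passed with the preset correlation, G2/M genes (median 0.41, adjusted p = 1.13e-09, adjusted p = 0.599 with an estimated correlation) and cholesterol synthesis (median 0.89) most strongly, then S-phase, focal adhesion, chromosome passenger complex, glycolysis, proteasome and cytokinesis genes higher and ribosomal, splicing and paraspeckle genes lower. None passed with an estimated correlation or with fry, whose lowest adjusted p was 0.537. Shifts of a list were set against 10000 random lists of like intensity, and lists among the genes called at p14 were tested with Fisher's exact test. Overlaps between passages were set against 100 simulated data sets with the same p2 arrays. There the clones with the lowest p were taken, as many as were called in the data, whether or not they passed the threshold. Few passed, so the simulated overlaps cannot decide whether the common p2 arrays account for the shared genes. With the p2 arrays split between the compared passages, at most 1 gene was shared in each direction. Only 1 or 2 genes were then called at p14, so that split decides nothing either. Gene order along chromosomes was set against 1000 shuffles, in windows of 5 Mb with at least 10 genes.

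The lists and tests, the alternatives and the rule for named genes were fixed before the data were examined. Results for some genes that the rule would name are not reported here. The rule names every gene the paper names for a comparison, the 12 largest rises and falls among genes past the threshold at p14 (8 at p5, p18, p23 and p28, and 8 for the tests over passages) with the same sign in both dye orientations, and the 4 members with the largest change of a list that is described. Values in the paper's own tables had been seen. Additions chosen after the values were seen are named where they are used. Spots of Hadh, Fgfr4 and 1 of 12 Hba-a1 clones lay close to background on some arrays, and no value is given for them outside the alternatives. Array-CGH, human tumor and protein network data were not used here.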

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

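Of the tests below, those on the genes higher at p14 and p28 (shared p2 arrays, the array series, the reference channel), the fit of all 35 arrays against p14 and the test of the reference signal of the erythroid markers were chosen after the results were seen, and 2 of them replaced a first version that decided nothing.

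On 1 p5 array (d1) 20.1% of spots were marked as not found, far from the other p5 arrays (8.15% to 10.1%). Array d2 of p23 had a spread of log ratios before scaling (median absolute deviation) of 0.367, where the other p23 arrays had 0.677 to 0.728, and array r2 of p28 had 0.479 against 0.432 to 0.440. These are 3 of 95 groups of arrays tested, and chance alone gives about 5%. Without d1 the p5 count was 24 clones in place of 48, and without d2 the p23 count was 319 in place of 204.

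Passages differed from p14 in a direct test: 2 clones at p18, 1 at p23 and 5 at p25. The OSE and mesothelial markers, a list the paper does not analyse, had a median log2 difference from p2 of -0.77 at p28, where passages before p14 had 0.01 to 0.04. Gata4, a transcription factor of gonadal cells, fell by 2.07 (standard error 0.36, adjusted p = 0.00906 from limma) and Bnc2, a zinc finger gene, by 1.47 (adjusted p = 0.00557). Of the 20 genes, 4 fell, 7 when adjusted over the list alone with 1 higher, and the median is -0.15 with arrays scaled within each passage.

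The 84 genes called higher at p14 were as high at p28, with a median log2 difference from p2 of 1.21 and 82 genes higher. Shared p2 arrays are argued against, since the median between p28 and p7 was 1.05. The series of the p14 arrays does not bear on p28, whose arrays lie in another series. For the p14 median itself, a shift common to that series is argued against by its p7 arrays, with a median of 0.0722 from p2 (SD 0.18 over arrays). Its p23 and p25 arrays lay between, at 0.63 and 0.62. A weaker reference signal is argued against too, as it changed by only -0.149, though the channel signals were not loess-corrected or scaled as the ratios were. The p28 arrays form a series of their own, so the 1.21 may stem from that series or from the cells, and these cannot be told apart. A biological change with passage stays open for p28 as untested.

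The p23 count fell from 204 clones to 0 when arrays were scaled within each passage (limma, 4 arrays of each RNA). The odd array d2 does not account for it, as the count without d2 was 0 under that scaling as well. The spread between p23 arrays decides nothing: the median SD between them was 1.55 times as large under that scaling, which is the factor by which the scaling multiplied the values. Which scaling is closer to the cells was not tested, and no biological explanation was tested.

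The erythroid markers had a median difference from p2 of 1.25 at p23 (9 genes), and of -0.97 with arrays scaled within each passage. A weaker reference signal is argued against, as the reference rose by 0.253, though the channel signals were not loess-corrected or scaled as the ratios were. Other genes with as low a ratio to the newborn reference (353 genes) moved the same way, by 0.591 and by -0.275, so scaling may account for part of the shift, and the rest cannot be told apart from a change in the cells. The direction of this list at p23 stays open, and no biological explanation was tested.

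Other splits of the 8 arrays (35 splits) bear on the counts against p2. The real split was the 1 as large at p5 (48 clones, highest other split 0), p10 (40, highest other 1), p14 (205, highest other 0), p18 (34, highest other 0), p23 (204, highest other 0), p25 (155, highest other 1) and p28 (455, highest other 0). With only 35 splits, and the same p2 arrays in every comparison, this does not exclude chance. The other splits mix arrays of both RNA preparations, which by itself lowers their counts. A split of arrays of 2 RNA preparations also says nothing on cultures. At p7 another split gave more clones than the real one (4 clones, highest other 24, 2 splits as large). For the late passages against the others, 0 clones passed (limma, 2293 at an unadjusted p under 0.05), so each of the 84 splits is as large and decides nothing. For gene lists chance could not be excluded (6 against up to 14, 51 splits as large).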

How the results depend on the processing

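Of the alternatives, scaling within each passage, leaving out spots marked not found, the combinations with the deposited values, and no scaling or global loess for lists and all 35 arrays for overlaps were chosen after the values were seen. The G2/M, S-phase, MCM, chromosome passenger and cholesterol lists stayed above p2 at p14 and p28 under every scaling tried. Of the values of named genes under an alternative, 3975 kept their direction and side of the threshold, while 1276 fell short of the threshold and 365 came to pass it. Another 21 changed direction with a call in the main processing or the alternative, and 9 changed direction without a call in either. Of the list medians, 1449 moved by less than the spread between arrays, 385 by more and 54 changed direction. The count for p23 to p28 against the earlier passages was 0 clones in limma under every alternative (2293 at an unadjusted p under 0.05). The median over all clones moved by less than 0.05 throughout. The values that moved follow, and the cause was not tested. Signal limits the dim end: 1.62% of spots on the median array were marked as not found.

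With normexp background (offset 50), clones called were 100 at p5, 21 at p7, 64 at p10, 54 at p18, clones that follow passage number were 704, 0 clones set p14 apart, the difference of Hba-a1 at p28 turned to -0.50 and the p14 difference of Dnm2 from other passages turned to 0.11. There, list medians were G2/M genes at p14 0.84, S-phase genes at p14 0.57, MCM helicase and loading at p14 0.28, interferon response at p28 0.025. With no background correction, clones called were 123 at p5, 24 at p7, 107 at p10, 319 at p14, 103 at p18, 422 at p23, 327 at p25, 0 clones set p14 apart, the difference of Hba-a1 at p28 turned to -0.26, the p14 difference of Abcf2 from other passages turned to 0.10 and the p14 difference of Dnm2 from other passages turned to 0.084. With global loess, clones called were 6 at p5, 1 at p7, 1 at p10, 131 at p14, 14 at p18, 100 at p25, 262 at p28, 17 clones set p14 apart and the difference of Hadh at p18 turned to -1.68. With no scaling, and for the counts also with Aquantile, clones called were 113 at p5, 57 at p7, 149 at p10, 60 at p23 and clones that follow passage number were 46. With the dimmest 25% of clones left out, clones called were 79 at p5, 17 at p7, 109 at p10, 323 at p14, 84 at p18, 390 at p23, 303 at p25, clones that follow passage number were 671 and 4 clones set p14 apart. In the authors' deposited values, clones called were 111 at p5, 37 at p7, 123 at p10, 3 at p18, 0 at p23, clones that follow passage number were 117, 1 clone set p14 apart, the p14 difference of Abcf2 from other passages turned to 0.15, the p14 difference of Capza1 from other passages turned to 0.0050, the p14 difference of Dnm2 from other passages turned to 0.14, the late difference of the erythroid markers turned round (camera, adjusted p = 0.715), the lowest window of chromosome 9 at p18 had -0.35 and the highest window of chromosome 17 at p18 had 0.21. There, genes shared by p5 and p14 higher 5, genes shared by p14 and p18 higher 0, genes shared by p14 and p18 lower 0, genes shared by p18 and p23 higher 0, genes shared by p18 and p23 lower 0, genes shared by p23 and p28 higher 0, genes shared by p23 and p28 lower 0, genes shared by p14, p18, p23 and p28 higher 0, genes shared by p14, p18, p23 and p28 lower 0. There, list medians were G2/M genes at p23 -0.11, S-phase genes at p14 0.40, MCM helicase and loading at p14 0.27, ER chaperones and UPR at p14 -0.17, ER chaperones and UPR at p23 0.15, ER chaperones and UPR at p28 0.032, paraspeckle and nuclear bodies at p14 -0.36, oxidative phosphorylation at p14 -0.018, oxidative phosphorylation at p18 -0.028, oxidative phosphorylation at p23 -0.14, oxidative phosphorylation at p28 -0.068, imprinted genes at p14 -0.17, imprinted genes at p23 -0.61, imprinted genes at p28 -0.51, fibroblast and stromal markers at p18 -0.0095, macrophage and leukocyte markers at p23 -0.19, erythroid markers at p14 -0.70, erythroid markers at p23 -1.07, erythroid markers at p28 -0.26. With all 35 arrays in a single fit, clones called were 230 at p5, 96 at p7, 121 at p10, 519 at p14, 471 at p18, 881 at p23, 482 at p25, 806 at p28. With dye orientation as a block, clones called were 147 at p5, 85 at p10, 462 at p14, 235 at p18, 326 at p23, 355 at p25, 915 at p28. With p7 as baseline, clones called were 3 at p5, 0 at p10, 0 at p18, 66 at p23, 7 at p25, the difference of Fgfr4 at p5 turned to 0.95, the difference of Spp1 at p5 turned to 0.69, the difference of Tnc at p5 turned to 0.66, the difference of Igfbp3 at p18 turned to 0.19, the difference of Fgfr4 at p23 turned to 0.90 and the difference of Nupr1 at p14 turned to 0.049. At an adjusted p under 0.05, clones called were 391 at p5, 94 at p7, 388 at p10, 741 at p14, 288 at p18, 924 at p23, 771 at p25, 1330 at p28. There, genes shared by p5 and p14 higher 38, genes shared by p5 and p14 lower 44, genes shared by p14 and p18 higher 37, genes shared by p14 and p18 lower 73, genes shared by p18 and p23 higher 49, genes shared by p18 and p23 lower 110, genes shared by p23 and p28 higher 167, genes shared by p23 and p28 lower 217, genes shared by p14 and p28 higher 198, genes shared by p14 and p28 lower 181, genes shared by p14, p18, p23 and p28 higher 28, genes shared by p14, p18, p23 and p28 lower 61. With the array series as a block in a fit of all 35 arrays, clones called were 54 at p7, 166 at p10, 68 at p14, 351 at p18, 93 at p23 and the difference of Rrm2 at p14 turned to -0.037. With p5 as baseline, clones called were 73 at p10, 135 at p23, 84 at p25, the difference of Psmd6 at p14 turned to 0.092, the difference of Hba-a1 at p28 turned to -0.76 and the difference of Nupr1 at p14 turned to 0.18. There, genes shared by p14 and p18 lower 5, genes shared by p18 and p23 lower 7, genes shared by p23 and p28 higher 12. With the brightest clone of each gene, list medians were S-phase genes at p14 0.47, cholesterol synthesis at p14 1.09. With the mean of p5, p7 and p10 as baseline, the lowest window of chromosome 9 at p18 had -0.27. There, list medians were MCM helicase and loading at p14 0.20, ER chaperones and UPR at p5 0.069, ER chaperones and UPR at p14 0.0022, ER chaperones and UPR at p23 0.059, ER chaperones and UPR at p28 0.16, splicing factors at p14 -0.16, ribosomal proteins at p5 -0.075, ribosomal proteins at p14 -0.079, ribosomal proteins at p23 0.29, ribosomal proteins at p28 -0.034, granulosa and theca markers at p18 0.072. With windows of 10 Mb, the lowest window of chromosome 9 at p18 had -0.54.

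With spots marked not found left out, clones called were 114 at p5, 26 at p7, 116 at p10, 72 at p18, 380 at p23, 314 at p25, clones that follow passage number were 669, 3 clones set p14 apart, the p14 difference of Abcf2 from other passages turned to 0.19 and the p14 difference of Dnm2 from other passages turned to 0.17. In the deposited values with dye orientation as a block, clones called were 402 at p5, 52 at p7, 324 at p10, 418 at p14, 135 at p18, 21 at p23, 515 at p25, 780 at p28. In the deposited values at an adjusted p under 0.05, clones called were 462 at p5, 184 at p7, 591 at p10, 679 at p14, 142 at p18, 665 at p25, 977 at p28. In the deposited values with all 35 arrays fitted and dye orientation as a block, clones called were 102 at p5, 38 at p7, 354 at p14, 223 at p18, 1417 at p23, 261 at p25. In the deposited values adjusted over all passages together, clones called were 112 at p5, 68 at p7, 117 at p10, 52 at p23, 232 at p28. In the deposited values with all 35 arrays in a single fit, clones called were 19 at p7, 137 at p18, 771 at p23. There, genes shared by p5 and p14 higher 1, genes shared by p14 and p18 higher 10, genes shared by p14 and p18 lower 23, genes shared by p18 and p23 higher 17, genes shared by p18 and p23 lower 57, genes shared by p23 and p28 higher 42, genes shared by p14, p18, p23 and p28 higher 7, genes shared by p14, p18, p23 and p28 lower 18. With arrays scaled within each passage, clones called were 133 at p14, 1 at p18, 0 at p23, 86 at p25, 256 at p28 and clones that follow passage number were 60. There, list medians were G2/M genes at p23 -0.086, S-phase genes at p14 0.47, ER chaperones and UPR at p14 -0.24, ER chaperones and UPR at p23 0.0081, paraspeckle and nuclear bodies at p14 -0.41, oxidative phosphorylation at p18 -0.015, oxidative phosphorylation at p23 -0.11, oxidative phosphorylation at p28 -0.042, oxidative stress response at p14 0.032, imprinted genes at p14 -0.19, imprinted genes at p23 -0.60, imprinted genes at p28 -0.49, OSE and mesothelial markers at p14 0.0032, OSE and mesothelial markers at p18 0.051, fibroblast and stromal markers at p18 -0.011, macrophage and leukocyte markers at p23 -0.036, erythroid markers at p14 -0.80, erythroid markers at p23 -0.97, erythroid markers at p28 -0.26. With no scaling, for lists, list medians were G2/M genes at p23 -0.049, S-phase genes at p14 0.48, ER chaperones and UPR at p14 -0.19, ER chaperones and UPR at p23 0.023, ER chaperones and UPR at p28 0.012, paraspeckle and nuclear bodies at p14 -0.47, oxidative phosphorylation at p14 -0.011, oxidative phosphorylation at p18 -0.036, oxidative phosphorylation at p28 -0.052, oxidative stress response at p14 0.036, imprinted genes at p14 -0.18, imprinted genes at p23 -0.47, imprinted genes at p28 -0.55, fibroblast and stromal markers at p18 -0.00049, erythroid markers at p14 -0.78, erythroid markers at p23 -0.68, erythroid markers at p28 -0.30. With global loess, for lists, list medians were S-phase genes at p14 0.49, MCM helicase and loading at p14 0.48, paraspeckle and nuclear bodies at p14 -0.19. With all 35 arrays fitted together, for overlaps, genes shared by p5 and p14 higher 8, genes shared by p5 and p14 lower 27, genes shared by p14 and p18 higher 38, genes shared by p14 and p18 lower 88, genes shared by p18 and p23 higher 66, genes shared by p18 and p23 lower 170, genes shared by p23 and p28 higher 109, genes shared by p23 and p28 lower 170, genes shared by p14 and p28 higher 137, genes shared by p14 and p28 lower 127, genes shared by p14, p18, p23 and p28 higher 31, genes shared by p14, p18, p23 and p28 lower 75.

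Leaving out 1 array or 1 passage at a time gave 5 to 31 for p5, 0 to 11 for p7, 3 to 25 for p10, 48 to 116 for p14, 0 to 11 for p18, 21 to 319 for p23, 18 to 74 for p25, 169 to 310 for p28, 53 to 564 for clones that follow passage number, 0.41 to 0.49 for S-phase genes at p14, 0.37 to 0.43 for MCM helicase and loading at p14, -0.42 to -0.11 for paraspeckle and nuclear bodies at p14, 4 to 10 for lists past the late test, where p with a number alone stands for clones called there.

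The labels d1, d2, r1 and r2 recur across passages, so a replicate block was tried, though the labels share only a number: over 31 pairs of arrays with the same label, correlation with p2 after removing passage means ran from -0.07 to 0.24 (median 0.07), and no passage had every pair over 0.1. With the replicate block, clones called were 0 at p5, 0 at p7, 6 at p10, 4 at p14, 1 at p23, 0 at p25, 267 at p28, and in the deposited values with that block, chosen after the values were seen, 183 at p5, 0 at p7, 66 at p10, 2 at p23, 370 at p25.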

Differences from the paper's values

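The combinations with the deposited values, leaving out spots marked not found, scaling within each passage and, for overlaps, the fit of all 35 arrays were tests chosen after the paper's counts and the values here were seen. The paper's threshold (adjusted p under 0.01) was used except where an adjusted p under 0.05 is named. The alternatives set before the data were examined were normexp background, no background correction, global loess, no scaling, Aquantile, the dimmest 25% of clones left out, the deposited values, all 35 arrays in a single fit, dye orientation, array series or label as a block, p5 or p7 as baseline, an adjusted p under 0.05, and each array left out. Where an alternative of this kind is not named for a value below, its count differs from the paper's too.

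At p5 the paper gives 31 genes lower, against 20 here, and normexp background (32), no scaling or Aquantile (38), the dimmest clones left out (35) and the deposited values (38) come within 1.5 times of it. For genes shared by p14 and p18 the paper gives 34, against 13 here (normexp 25, no background correction 42, dimmest clones left out 39). For genes shared by p18 and p23 beyond those shared with p14 the paper gives 76, against 8 here (adjusted p under 0.05 65). For genes lower from p14 through p28 the paper gives 17, against 6 here (no background correction 25, dimmest clones left out 25). At p23 the paper gives over 500 genes, against 146 here (all 35 arrays in a single fit 591, adjusted p under 0.05 634).

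Clones at p5 number about 76 in Fig. 2, read by eye, for the paper and 48 here (normexp 100, no scaling or Aquantile 113, dimmest clones left out 79, deposited values 111). At p7 they are about 30 in Fig. 2, read by eye, and 4 here (normexp 21, no background correction 24, deposited values 37). At p18 they are about 150 in Fig. 2, read by eye, and 34 here (no background correction 103). At p23 they are about 920 in Fig. 2, read by eye, and 204 here (all 35 arrays 881, adjusted p under 0.05 924). At p25 they are about 400 in Fig. 2, read by eye, and 155 here (no background correction 327, dimmest clones left out 303, all 35 arrays 482, dye orientation as a block 355). Genes at p18 are about 25 higher and about 79 lower in Fig. 2, read by eye, and 8 and 18 here (no background correction 20 and 59).

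Of settings chosen after seeing the values, the deposited values with all 35 arrays in a single fit come within 1.5 times of the paper for genes lower at p5 (24), genes shared by p14 and p18 (33), genes lower from p14 through p28 (18), genes at p23 (524) and p18 (25 higher, 74 lower), and clones at p5 (57), p18 (137) and p23 (771), but not for genes shared by p18 and p23 beyond p14 (45) or clones at p7 (19) and p25 (119), and they leave uncalled 12 of the 104 genes that the paper names at p14. Also chosen after seeing the values, the deposited values with dye orientation as a block come near for genes shared by p14 and p18 (39) and at p18 (135 clones, 22 genes higher, 80 lower) and p25 (515 clones), and leave 17 of the 104 uncalled. The deposited values at an adjusted p under 0.05, chosen after seeing the values, come near for genes shared by p14 and p18 (51), genes lower from p14 through p28 (14) and p18 (142 clones, 26 genes higher, 82 lower), and leave 6 uncalled. Leaving out spots marked not found, chosen after seeing the values, comes near for genes lower (44) and clones (114) at p5, clones at p7 (26) and p25 (314), genes shared by p14 and p18 (32) and genes lower from p14 through p28 (19), and leaves 30 uncalled. The deposited values with all 35 arrays and dye orientation as a block, chosen after seeing the values, come near for genes lower (36) and clones (102) at p5, clones at p7 (38) and p18 (223), genes lower at p18 (114), genes shared by p14 and p18 (51) and genes shared by p18 and p23 beyond p14 (78), and leave 1 uncalled, and adjusted over all passages together, chosen after seeing the values as well, the deposited values come near at p5 (39 genes lower, 112 clones) and leave 46 uncalled. Blocking the deposited values by array label, chosen after seeing the values, comes near at p25 alone and leaves 59 uncalled.

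The paper names 104 genes at p14, 61 higher and 43 lower. In a called clone or else the clone with the lowest p, all 104 have a difference in the direction the paper gives. The genes were chosen on these arrays, which is not independent evidence, and the mean over clones can go the other way, as for Tk1. Of the 104, 55 are past the threshold here (36 higher, 19 lower), among them Top2a, Fn1, Malat1 and Neat1. The other 49 include Racgap1, Birc5, Mcm3, Mcm6 and Hsp90b1. Each of the 49 is called under some alternative: 101 of the 104 are past the threshold with all 35 arrays in a single fit, 96 at an adjusted p under 0.05, 76 with the dimmest clones left out, 74 with dye orientation as a block, 72 with no background correction, 68 with normexp, no scaling or the deposited values, and 6 with the array series as a block. Other alternatives lower the 55, to 43 with global loess, 34 with p5 and 28 with p7 as baseline, 21 to 40 with 1 array left out and 2 with the replicate block. The paper states that MCM genes were over-expressed transiently at p14. Here 1 of the 3, Mcm2, was past the threshold at p14, and at p28 Mcm2 and Mcm3 (log2 difference 1.23) were. The paper states that Hs6st2 was higher from p14 on, and here it was past the threshold at p28 and not at p14 (adjusted p = 0.0131), p18 (adjusted p = 0.0258) or p23 (adjusted p = 0.0185) in limma. The paper places 12 oncogenes and related genes in the p23 set, of which 1, Ndrg1, passed here.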

Other observations

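The test on a higher share of cycling cells was set before the values were seen, and the lists below were fixed with the others. At p28, 3 of 30 lysosome genes fell, 7 when adjusted over the list alone, with a median log2 difference from p2 of -0.37 (SD 0.11 over arrays), among them Laptm4a, a membrane protein of lysosomes (-1.43, adjusted p = 0.00914 from limma). The metallothioneins Mt2 (-3.08, standard error 0.21, adjusted p = 0.000231) and Mt1 (-2.93, standard error 0.22, adjusted p = 0.000305), which bind zinc and other metals, fell at p28, in a list of 25 oxidative stress genes with a median of -0.40. Of 20 chaperones of the cytosol, 4 fell at p28 (5 lower and 3 higher when adjusted over the list alone, median -0.15) and 4 at p23 (5 lower and 2 higher, median -0.27, -0.27 with the array series as a block, -0.24 against p7), among them Bag3, a cochaperone (-1.29, adjusted p = 0.00359), and Hspa8, a constitutive heat shock protein (-1.37, adjusted p = 0.00495). The proteasome list (34 genes) had a median of -0.11 at p23, with 2 lower and none higher, also over the list alone (-0.20 with the series as a block, -0.12 against p7), and Psmd8, a subunit of its lid, fell by 1.15 (adjusted p = 0.00681).

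Mitochondrial ribosomal proteins (48 genes) had a median of 0.25 at p23 with 2 higher, 5 when adjusted over the list alone (0.26 with the series as a block, 0.18 against p7), among them Mrpl30 (1.18, adjusted p = 0.00906), and of 0.22 at p28 with Mrpl12 (1.07, adjusted p = 0.00734). Oxidative phosphorylation genes (55) had 0.24 at p28 with 1 called, also over the list alone, Atp5g3, an ATP synthase subunit (1.29, adjusted p = 0.00448), and that median turns to -0.07 in the deposited values. Interferon response genes (12) had -0.26 at p28, which is 0.02 with normexp background, and H2-K1, a class I antigen, rose there by 1.24 (adjusted p = 0.00757) as the 1 gene called, also over the list alone. Of 10 p53 targets none was called at p28 by limma or over the list alone (4 at an unadjusted p under 0.05), with a median of -0.02. Of 16 imprinted genes, Peg3 rose by 1.45 (adjusted p = 0.00147) and Peg10 fell by 1.76 (adjusted p = 0.000293) at p28, 3 and 2 when adjusted over the list alone, and the median of 0.31 turns to -0.49 with arrays scaled within each passage. Of cell type markers at p28, fibroblast and stromal genes (9) had 0.21 and -0.18 with arrays scaled within each passage, smooth muscle (3) had 0.77, macrophage (6) had 0.38 and endothelial (4) had 0.25 and -0.07 with that scaling, with none called by limma in any of these lists (6, 2, 4 and 2 genes at an unadjusted p under 0.05). The reference channel was lower than at p2 by over 50% of the list's log2 difference for oxidative phosphorylation (-0.32), fibroblast (-0.16), smooth muscle (-0.54) and macrophage genes (-0.22) at p28 and for mitochondrial ribosomal proteins at p23 (-0.14). These medians therefore cannot be taken as rises of the cells' signal alone. Channel signals were centered on each array but not loess-corrected or scaled as the ratios were, so they cannot show whether the cells' signal rose. Granulosa and theca genes (10) had -0.12, or 0.10 against the mean of p5, p7 and p10, and 1 of them, the steroidogenic factor gene Nr5a1, fell by 1.14 (adjusted p = 0.00508), also over the list alone.

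A higher share of cycling cells at p14 is a candidate explanation for the genes higher there. Of the 84 genes, 55 lie outside the cell cycle lists, with a median difference from p2 of 1.09 at p28 (53 higher, SD 0.11 over arrays). The test assumed that cycling genes would be back at the p2 level at p28, but the G2/M genes stood at 0.78 there, so it decides nothing, and a higher share of cycling cells cannot be told apart from other changes.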
